# Deficiency of STING Promotes Collagen-Specific Antibody Production and B Cell Survival in Collagen-Induced Arthritis

**DOI:** 10.3389/fimmu.2020.01101

**Published:** 2020-06-03

**Authors:** Mookmanee Tansakul, Arthid Thim-uam, Thammakorn Saethang, Jiradej Makjaroen, Benjawan Wongprom, Trairak Pisitkun, Prapaporn Pisitkun

**Keywords:** STING, collagen-induced arthritis, autoantibody, B cell receptor, interferon

## Abstract

The levels of interferon-alpha are high in the serum and synovial fluid of rheumatoid arthritis (RA) patients. Activation of the stimulator of type I interferon genes (STING) mediates the productions of type I interferon and promotes chronic inflammation. STING plays a significant role in autoimmune lupus mice. However, the function of STING in collagen-induced arthritis (CIA) model has never been described. This study aimed to test the function of STING in CIA. The Sting-deficient mice developed arthritis comparable to WT mice. The levels of anti-collagen antibody from Sting-deficient mice were significantly higher than the WT mice. The B cells derived from Sting-deficient mice showed better survival than WT mice in response to the B cell receptor (BCR) stimulation. Activation of STING also induced B cell death, especially in activated B cells. This study demonstrated that the inhibition of STING promotes anti-collagen antibodies and B cell survival, which suggested that STING acts as a negative regulator of B cell function in the CIA model.

## Introduction

RA is a chronic systemic autoimmune disease that directly causes damage to the joints and cartilages and also induces inflammation throughout the body, such as the lung, eye, and cardiovascular system (1). The etiology of RA is unclear, and the response to the treatment is varied, which depends on numerous factors. The production of autoantibody against cartilage and joint could promote bone erosion and synovial hyperplasia (2, 3). Although several biologic drugs are available, not all patients can achieve remission or low disease activity (4). The successful treatment will prevent disability and improve the quality of life in RA patients.

The pathogenesis of rheumatoid arthritis (RA) is complicated and involves both innate and adaptive immunity (5). The synovium of RA contains two special cell types (fibroblast-like synoviocytes (FLS) and macrophage-like synoviocytes), which are part of innate immunity. These synoviocytes generate inflammatory mediators, including TNF-α, IL-1, IL-6, IL-17, IFN-γ, and chemokines that lead to synovial inflammation, bone erosion, and cartilage damage (6–8). The IL-17 signaling mediates the autoantibody production in the collagen-induced arthritis (CIA) model (9). However, the treatment response with an anti-IL17 monoclonal antibody in RA patients shows a high degree of heterogeneity (10). The inhibitors of the Janus kinase (JAK) pathway are approved for RA patients (11). These data suggest that the targeted multiple cytokines through the JAK pathway are useful for RA treatment.

Disturbance of type I IFNs (IFNs-I) signaling and production drive autoimmune development (12). The presymptomatic RA patients display an increase of IFNs-I before the onset of symptoms (13). The RA patients also show the elevation of IFN- α in the synovial fluid and high expression of IFNs-I regulated gene in peripheral blood mononuclear cells (PBMC) (14). However, the role of IFNs-I in arthritis and bone homeostasis has suggested the accelerating effect of arthritis and bone damage. The interferon-alpha receptor knockout mice develop arthritis severity higher than wild-type mice in the model of antigen-induced arthritis (15). IFNs-I also affects the bone homeostasis by inhibiting osteoclastogenesis via receptor activator of nuclear factor-kappa B (RANK) pathway, and reduction of c-FOS expression (16–18). Therefore, the goal of RA treatment with antagonizing the IFNs-I pathway has to be optimized between efficacy and potentially adverse effect.

STING is a cytosolic DNA sensor that initiates the production of IFNs-I. STING functions have been reported as both pro-inflammatory signaling and negative regulator against inflammation (19–21). The mutation in exon 5 of the *STING* gene results in gain function, leading to initiate inflammation, and cause the Sting associated vasculopathy with onset in infancy (SAVI) (22). Loss of STING function rescues *DNaseII*-deficient mice from lethality and polyarthritis (23). However, *Sting*-deficient lupus mice (MRL/Lpr mice) show higher and earlier mortality than *Sting*-sufficient MRL/Lpr mice. The *Sting*-sufficient MRL/Lpr mice showed an increase of lymphoid hypertrophy with inflammatory cell infiltration, autoantibodies, and cytokine production (24).

The objective of this study was to identify the role of STING in the pathogenesis of rheumatoid arthritis using collagen-induced arthritis (CIA) model as a representative model of the human RA.

## Materials and Methods

### Animals

The *Sting*^*gt*/*gt*^ mice were provided from Professor Paludan (Aarhus University, Denmark), while wild-type mice were purchased from the National Laboratory Animal Center, Nakornpathom, Thailand. The *Sting*^*gt*/*gt*^ is also known as the golden ticket (Tmem173gt) mice. *Sting*^*gt*/*gt*^ was created via chemically inducing mutagen with N-ethyl-N-nitrosourea (ENU) in the C57BL/6 background. The *Sting*^*gt*/*gt*^ mice carry a single nucleotide variant (T596A) of Sting, which led to undetectable STING protein by western blot (25). Mice were bred and housed in the facility at Faculty of Medicine, Chulalongkorn University, and all experiments were performed with the approval of the Animal Experimentation Ethics Committee of Chulalongkorn University Medical School with all relevant institutional guidelines.

### Collagen-Induced Arthritis (CIA) Model

The model was performed as previously described (26). CIA was induced in the mice at the age between 10 and 14 weeks. The immunization grade chick CII (2 mg/ml; #20012; Chondrex, Redmond, WA) was mixed gently with an equal volume of a 4 mg/ml Freund's complete adjuvant (CFA) (# 7001; Chondrex, Redmond, WA). Mice were anesthetized by isoflurane, and then intradermal injection was performed at multiple sites on the base of a tail (<50 μl/site). Experimental mice received 150 μl of CFA + CII emulsion, and control mice received only CFA or PBS. Three weeks after the first injection, mice received a booster injection of CFA + CII emulsion, CFA alone, or PBS. The mice were monitored and graded for arthritis severity (0 = normal; 1 = slight swelling and/or erythema; 2 = pronounced swelling; 3 = ankyloses) while performing the blind technique every other day.

### Detection of Anti-collagen Type 2 Specific Antibody

Chick collagen type 2 ELISA grade (#2011; Chondrex Redmond, WA) was coated on the plate overnight at 4°C. The plates were washed with 0.05% Tween-20 in PBS and then blocked with 2% BSA, 0.1% Tween-20 in PBS for 1 h at room temperature (RT). Then the plates were washed, added with the diluted serum, and incubated at 37°C for 1 h. Next, the plates were washed and added with antibodies to IgG (#115-035-146; Jackson ImmunoResearch Laboratories, PA, USA), IgG_2b_, IgG_2c_, or IgM conjugated with HRP (#1091-05, #1078-05 and #1021-05, respectively; SouthernBiotech, Birmingham, AL) were added and incubated for 1 h at 37°C. The plates were washed, added with OPD peroxidase substrate (Sigma-Aldrich, Darmstadt, Germany), and stopped reaction with 2N H_2_SO_4_. The absorbance was measured at 492 nm using the Varioskan Flash Microplate Reader (Thermo Fisher Scientific, MA USA).

The standard plate was coated with Goat Anti-Mouse IgM, IgG, IgG_2b_, or IgG_2c_ (#115-005-075, #115-005-146, #115-005-207 and #115-005-208, respectively; Jackson ImmunoResearch Laboratories, PA USA) and then serial dilutions of IgG (#015-000-003; Jackson ImmunoResearch Laboratories, PA, USA), IgG_2b_, IgG_2c_, or IgM (#0104-01, #0122-01 and #0101-01, respectively; Southern Biotech, Birmingham, AL) were added to obtain a standard linear curve. The intra-assay CV of ELISA testing for each of immunoglobulin isotypes is ranging from 3.74 to 6.97%.

### Histopathology

Mice were sacrificed 3 weeks after booster injection. Paws were fixed with 10% formalin, then decalcified with 10% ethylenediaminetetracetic acid (EDTA). The tissues were embedded in paraffin, sectioned, and stained with Haematoxylin and Eosin (H&E). The paw sections were viewed and captured under the Nikon Eclipse Ti-U microscope. Histology scores were graded and characterized by cell infiltration, synovial hyperplasia, and bone erosion (27). The qualitative scoring was evaluated with a blind technique.

### Flow Cytometry Analysis

Then the cell suspension was washed and stained for 15 min with antibodies as follows: B220 (RA3-6B2), CD3e (145-2C11), CD4 (GK1.5), CD45RB (C363-16A), CD11c (N418), CD11b (M1/70), CD95 (15A7), CD80 (16-10A1), and viability dye eFluor780 (Biolegend, San Diego, CA, USA). The stained cells were washed with 0.5% BSA in PBS and fixed with 1% paraformaldehyde in PBS. Sera from mice were collected at 3 weeks following the first immunization. Serum cytokines were measured by the LEGENDplex™ mouse inflammation panel kit (#740446; Biolegend, San Diego, CA, USA). Flow cytometry was performed using BD™ LSR-II (BD Biosciences, USA) and analyzed by FlowJo software (version 10, USA) and LEGENDplex™ Data Analysis Software.

### Single-Cell Isolation and B Cell Purification

Spleens and inguinal lymph nodes were collected. Every single cell was isolated by pressing spleens or lymph nodes through a cell strainer in cold 0.5% BSA in PBS solution. Red blood cells were lysed by adding cold ACK lysis buffer for 5 min. The cell suspension was washed and resuspended in 0.5% BSA in PBS. B cells were isolated from splenocytes by negative with anti-CD43 (Ly-48), which follows the protocol from the manufacturer (Miltenyi, Bergisch Gladbach, Germany).

### Microarray Analysis

RNA was isolated with Trizol reagent (Invitrogen, CA, USA) and followed by the RNeasy mini kit from Qiagen, MD, USA (catalog no. 74104). The RNA was labeled and hybridized using the Agilent One-Color Microarray-Based Gene Expression Analysis protocol (Agilent Technology, V 6.5, 2010). The results of the microarray were extracted with Agilent Feature Extraction software v11.0 (Agilent Technologies, Palo Alto, USA). We classified the gene function by using the online resource Database for Annotation, Visualization, and Integrated Discovery (DAVID, v6.8, https://david.ncifcrf.gov/), Interferome (http://www.interferome.org) and Reactome (https://reactome.org/) Microarray data was shown in the link below https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE142624.

### Proteomic Analysis

Dimethyl labeling and LC-MS/MS analysis were performed as described in Makjaroen et al. (28). In brief, B cells were isolated from Stinggt/gt and WT mice after injection with CFA and CII for 3 weeks. Isolated B cells were lysed with 5 %sodium deoxycholate (SDC) Thermo Fisher Scientific, MA USA) and trypsinized. Peptide 300 μg of WT and Stinggt/gt mice were labeled with light reagents) formaldehyde and cyanoborohydride) and medium reagents) formaldehyde-d2 and cyanoborohydride, respectively. The labeled peptides were pooled and fractionated into eight fractions before analysis with MS. The protein must be identified at least three samples from each group to qualify for further bioinformatics analysis. Peak intensity was calculated in log2 ratios L/M) and compared against a value of 0) no change, log2. Proteome Discoverer™ ver. 2.1 and MAXQUANT™ ver. 1.4.1.0 software was employed to quantify the relative MS signal intensities of dimethyl labeled-peptides. We classified the protein function by using the online resource Database for Annotation, Visualization, and Integrated Discovery DAVID, v6.8, https://david.ncifcrf.gov/ and Reactome https://reactome.org/. (The mass spectrometry proteomics data, including annotated spectra for all modified peptides and proteins identified based on a single peptide, have been deposited to the ProteomeXchange Consortium via the Proteomics IDEntifications PRIDE) partner repository with the data set identifier PXD018652.

### *In vitro* Stimulation Assay

In brief, B cells (1 × 10^5^ cells) were incubated with 10 μg/ml of full-length IgG or F(ab')_2_ fragment (#115-005-075 and #115-006-02; Jackson ImmunoResearch Laboratories, PA, USA) in 10%FCS/RPMI with the supplement of 1X MEM non-essential amino acid, 1 mM Na pyruvate, 2 mM L-glutamine, 10 mM Herpes, 100 u/ml of Pen/Strep, and 0.05 mM 2-mercaptoethanol for 48 h at 37C and 5% CO_2_. The proliferation of B cells was examined by the MTS assay followed by the manufacturer protocol (#G3580, Promega Corporation, Madison, USA).

The viability of B cells was examined after the stimulation with DMXAA (5,6-Dimethylxanthenone-4-acetic acid or STING ligand). In brief, B cells (1 × 10^6^ cell/ml) were cultured in 6-well-plates and then stimulated with 10 μg/ml DMXAA (Invivogen, San Diego, USA) and DMSO (control group) for 6 and 24 h at 37°C and 5% CO_2_. Then B cells were stained with antibody and Fixable Viability Dye eFluor® 780.

### CFSE Labeling

CFSE (Carboxyfluorescein succinimidyl ester) labeled B cell analysis was described using the protocol below. The 1 × 10^6^ B cells in pre-warmed PBS were incubated with 0.5 uM CFSE (Biolegend, San Diego, CA, USA) in the CO_2_ incubator at 37°C for 10 min. The labeling activity was quenched by adding 10 volumes of culture medium. Then, labeled cells were centrifuged at 4°C with a speed of 1,500 rpm for 5 min. After centrifugation, the supernatant was discarded, and cells were re-suspended in the culture medium.

### Statistical Analysis

The sample size of each experiment was calculated by the G-Power software version 3.1.9.2. The statistical test in this study was performed with Excel 2016, GraphPad Prism version 5 (for window), and also Instant Clue software. The data was evaluated normality by the Shapiro-Wilk test. Independent *t*-tests were used in case of the normal distribution; otherwise, the Mann–Whitney *U*-test was applied. The significant statistical change was considered when *P* < 0.05. The arthritis scores were analyzed with multiple comparisons using Friedman's Two-way Anova for every time points of all groups, and the results of the comparisons were statistically significant (*P* < 0.001). We then performed *post-hoc* analysis by the Mann-Whitney correction of all pairwise. We performed the multiple testing correction using Bonferroni correction of the *P*-values.

For the proteomic analysis, protein must be identified at least three from each mice group (If the protein did not pass this criterion, the protein must be excluded from downstream analysis). A hierarchical cluster was used to analysis of heatmap (Euclidean metric and complete linkage). The heatmap and volcano plot was operated by Instant Clue software.

## Results

### Sting Was Not Necessary for Arthritis Development in the CIA Model

Both WT and *Sting*^*gt*/*gt*^ mice developed clinical arthritis within Day 42 (6th week) after the initial immunization (Figure 1A). The accumulative incidence of arthritis was comparable between WT and *Sting*^*gt*/*gt*^ mice (Figure 1B). We observed that the *Sting*^*gt*/*gt*^ mice showed a significantly higher value in arthritis score than WT mice on Day 29 and 31 (Figures 1C,D). However, the multiple comparisons by Bonferroni correction did not demonstrate the difference in arthritis score (adjusted *P* > 0.05; Figure 1D). The histopathology showed the similarity in inflammatory cell infiltration, synovium hyperplasia, and bone erosion between WT and *Sting*^*gt*/*gt*^ mice (Figures 1E–H). These data suggested that STING was not required for arthritis development in the CIA model.

**Figure 1:**
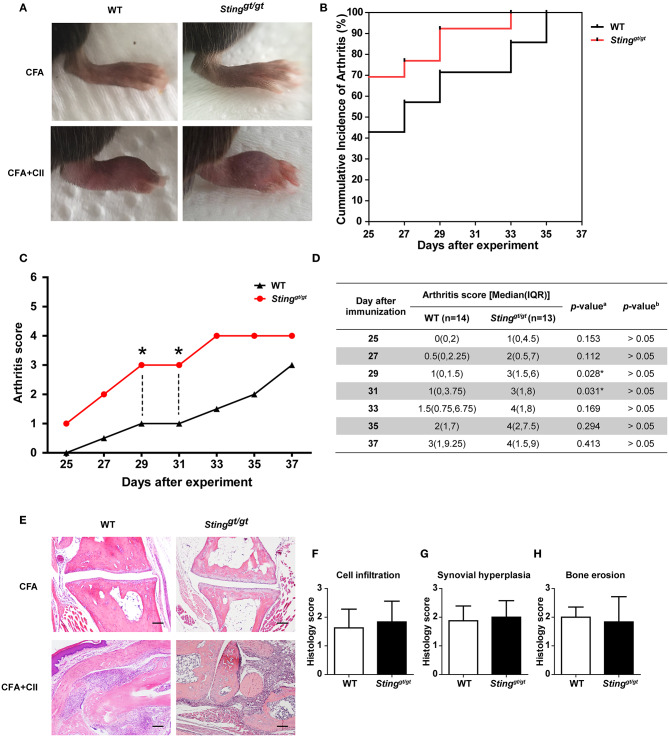
STING was not necessary for arthritis development in the CIA model. The mice were injected with CFA or CFA plus chicken collagen type 2 on days 0 and 21. The clinical sign of arthritis and pathology were observed. **(A)** The representative of hind paws from WT and *Sting*^*gt*/*gt*^ mice, and **(B)** the cumulative incidence of arthritis from WT and *Sting*^*gt*/*gt*^ mice are shown. **(C,D)** Arthritis scores were blindly graded every other day. Data are shown as the median on **(C)** line chart and **(D)** interquartile range (*p < 0.05; a = Mann-Whitney *U*-test; b = Bonferroni correction; *N* = 13–14 mice/group). **(E)** Histopathology of hind paws was stained with H&E; Scale bar = 100 um. Histology scores were graded with blind technique on three parameters, **(F)** cell infiltration, **(G)** synovial hyperplasia, and **(H)** bone erosion. Data are shown as mean ± SEM; *N* = 3 mice/group.

### Immunophenotypes in Response to CIA

To identify the immunophenotypes that mediated through the STING signaling pathway, we analyzed the flow cytometry of the isolated cells from draining lymph nodes (LN) of the mice after the first immunization for 3 weeks. We found that the number of B220^+^ cells (Figure 2A), CD4^+^ cells (Figure 2B), CD4^+^CD45RB^low^ (Figure 2C), CD11c^+^B220^+^ (Figure 2D), and CD11b^+^CD11c^+^ (Figure 2E) were increased in the CFA controls and CFA+CII treatment compared to PBS injection. These changes in the LN similarly occurred in both WT and *Sting*^*gt*/*gt*^ mice. Also, we detected the inflammatory cytokines in the serum of both WT and *Sting*^*gt*/*gt*^ mice and did not see the difference in response to the first immunization. The levels of IFN-γ (Figure 2F), IL-6 (Figure 2G), IL-17A (Figure 2H), and IL-1α (Figure 2I) increased in both CFA and CFA + CII. These data suggested the STING did not influence of the immunophenotypes that responded to the CFA or CFA + CII in the draining LN and inflammatory cytokines that we tested in the serum.

**Figure 2:**
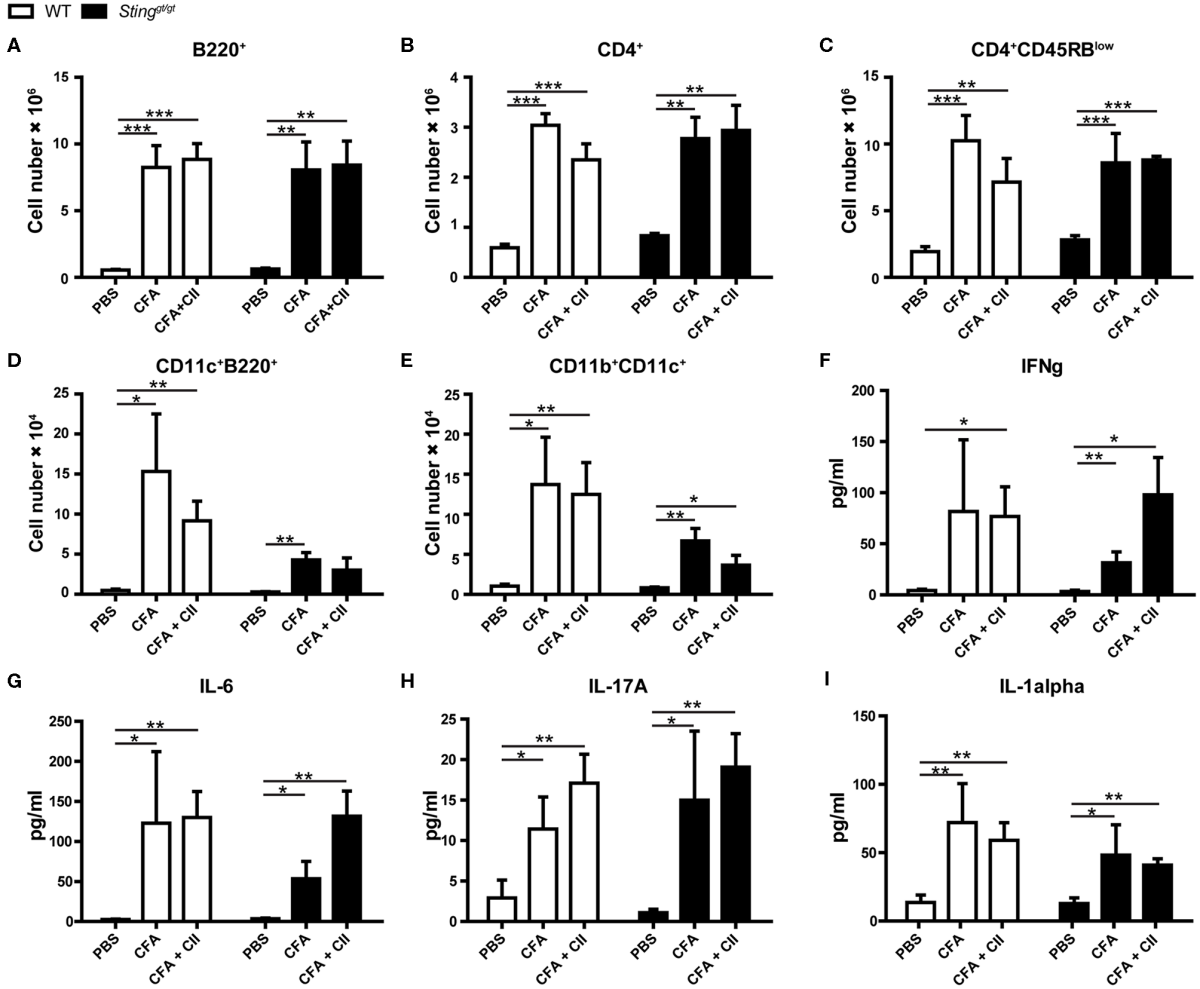
Immunophenotypes in response to CIA. The samples were collected from WT and *Sting*^*gt*/*gt*^ mice after the 1st immunization with CFA, CFA + CII, or PBS control for 3 weeks. **(A–E)** Flow cytometry analysis of inguinal lymph nodes (*N* = 4–7 per group) are shown in the number of **(A)** B220^+^ cells, **(B)** CD4^+^ cells, **(C)** CD4^+^CD45RB^low^ cells, **(D)** CD11c^+^B220^+^ cells (pDC), **(E)** CD11b^+^CD11c^+^ (mDC). **(F–I)** The serum cytokines of **(F)** IFN-γ, **(G)** IL-6, **(H)** IL-17A, and **(I)** IL-1α were measured. Data are shown as mean ± SEM; *N* = 3–8 mice for PBS control or CFA; *N* = 10–12 mice for CFA+CII (*p < 0.05, **p < 0.01, and ***p < 0.001).

### The Sting-Deficient Mice Developed Higher Levels of Anti-collagen Type 2 Antibodies

The arthritis score did not show the statistically significant between WT and STING-deficient mice when using multiple corrections (Figure 1D), which could result from the number of mice in the experiments. However, we observed some of the STING-deficient mice developed arthritis earlier than WT mice. Thus, we questioned whether STING might act as a negative regulator to control the initial process of autoimmune arthritis in the CIA model.

Anti-collagen type 2 antibodies are pathogenic and mediate arthritis in the collagen antibody-induced arthritis (CAIA) (29). We hypothesized that the STING-deficient mice produced the anti-collagen type 2 (CII) antibodies higher than WT mice, which led to the early development of arthritis. The level of anti-CII antibodies detected by ELISA showed no statistically significant difference of anti-CII IgM after 3 and 6 weeks of the first and second injection of CFA and CII (Figure 3A). However, we detected the significant difference of anti-CII IgG and IgG_2c_ after 3 weeks of CFA and CII injection (Figures 3B,D) while anti-CII IgG_2b_ slightly showed a trend higher in the STING-deficient mice (Figure 3C). Interestingly, the anti-CII IgG and isotypes showed a comparable amount after the second boost with CFA and CII (Figures 3B,D). These data suggested that STING may be involved in the initiation of autoantibody production in the CIA model.

**Figure 3:**
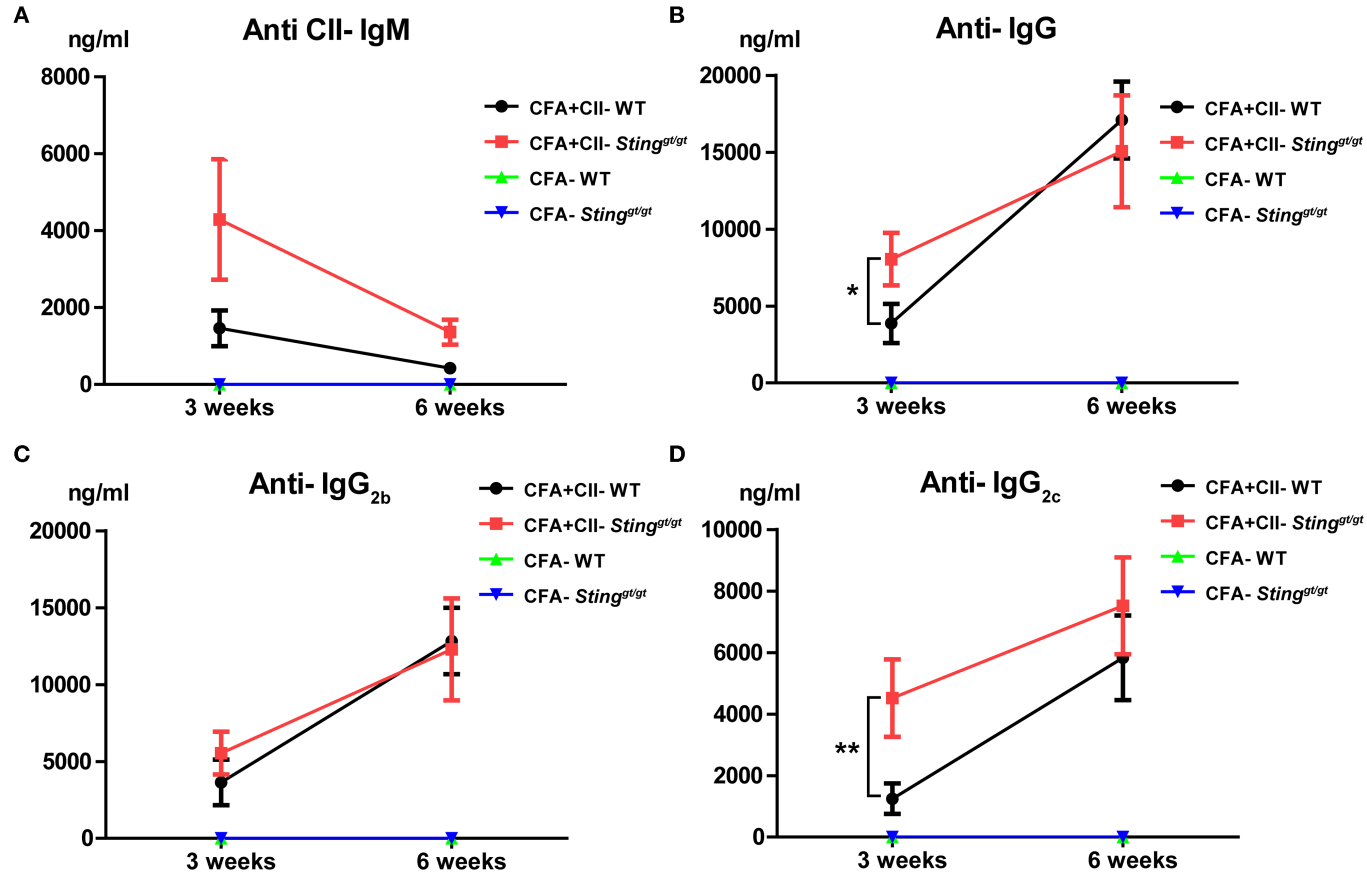
The STING-deficient mice developed a higher production of anti-collagen type 2 antibody. The level of anti-collagen type 2 antibodies detecting by the ELISA technique after the 1st immunization for 3 weeks, and the 2nd immunization for 3 weeks are shown on **(A–D)**. The isotypes of anti-collagen type 2 antibodies in **(A)** IgM, **(B)** IgG, **(C)** IgG_2b_, and **(D)** IgG_2c_ are shown in concentration as mean ± SEM; *N* = 5 mice/group in CFA control and *N* = −11 mice/group in CFA+CII treatment (*p < 0.05 and **p < 0.01).

### Gene Expression Profiles of Splenocytes in Response to CIA

To globally identify the biological process that changed in the immune system after the CIA, we isolated splenocytes from WT and *Sting*^*gt*/*gt*^ mice after the 1st immunization with CFA + CII for 2 weeks and analyzed gene expression profiles. 

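Splenocyte RNA from 7 WT and 7 *Sting* gt*/*gt mice, each labelled with 1 dye, was hybridised to 14 Agilent arrays of 62976 spots, 1 array per mouse, 2 weeks after the 1st immunization. The Sting^gt allele, golden ticket, was made by ENU mutagenesis of the Sting gene, and the splenocytes were taken after lysis of red blood cells. The authors extracted the scanner images with Agilent Feature Extraction, whose processed signal is a background-corrected intensity that is not normalized between arrays. Of 56605 non-control probes, between 31117 and 34400 were well above background in WT (median 31465) and between 30781 and 33620 in *Sting* gt*/*gt (median 31988). The 75th percentile of the processed signal ranged from 587 to 766 in WT (median 662) and from 562 to 697 in *Sting* gt*/*gt (median 660), so the groups did not differ in brightness by more than their own spread. For the values given here, the processed signal was put on a log2 scale and each array's 75th percentile was set to 0. Spots with an outlier flag were left out and spots of the same probe were averaged. Probes well above background on at least 7 of the 14 arrays were kept, and each gene was read from the brightest of its kept probes, which left 24908 genes or unnamed transcripts. No 2 arrays were identical, and the correlation between arrays across genes lay between 0.962 and 0.993. The number of arrays limits the precision of every comparison.
The scanner files carry 2 scan days. WT and *Sting* gt*/*gt replicates 1 to 3 were read on the first, called scan day 1 here, and replicates 4 to 7 on the other, scan day 2. The first principal component, with 42.9% of the variance, separated the scan days and not the genotypes. With genotype in the model, 9673 of the 24908 genes differed between scan days at an adjusted p under 0.05 by limma. On scan day 2, WT arrays sat on 2 slides and all 4 *Sting* gt*/*gt arrays on another, so slide and genotype go together on that day. Only 2 slides, both of scan day 1, held both genotypes, so values given with slide as a fixed block rest on the 3 WT and 2 *Sting* gt*/*gt arrays of these slides, 5 of the 14, and leave out scan day 2. The targeted gene, listed today as Sting1 and in the paper as Tmem173, was well above background on all arrays. Its log2 signal ranged from 2.85 to 3.33 in WT mice and from 2.92 to 3.29 in *Sting* gt*/*gt mice, and its log2 fold change was 0.04 (standard error 0.10, adjusted p = 0.999 by limma), so its RNA level did not tell the genotypes apart. Its sign followed single arrays and the scaling, since the log2 fold change was -0.00091 without WT replicate 6 and -0.019 with no scaling between arrays. The paper describes the allele as a single nucleotide variant whose protein was not detected by western blot, so the RNA level need not fall.

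**Figure D1:**
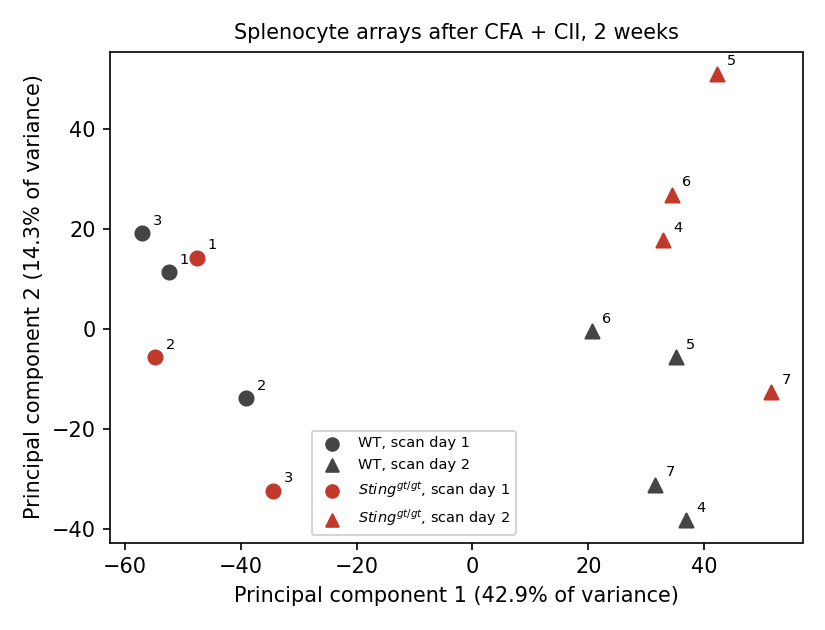
Principal components 1 and 2 of the log2 signal of all tested genes without missing values, 1 point per array, labelled with its replicate number. Component 1 (42.9% of the variance) parts the 6 arrays of scan day 1 from the 8 of scan day 2, and component 2 (14.3%) does not fully part the genotypes.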

The gene expression profiles that were significantly different between WT and *Sting*^*gt*/*gt*^ mice are shown in the heat map (Figures 4A,B). 

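With limma, 882 of the 24908 tested genes (3.54%) differed between *Sting* gt*/*gt and WT mice at an unadjusted p under 0.05, the threshold of the heat map in Figure 4. Of these, 477 were higher and 405 lower in *Sting* gt*/*gt mice, so 45.9% were lower, with a 95% Wilson interval of 42.7 to 49.2 that treats genes as independent. Chance alone would give 1245.4 genes at that threshold. The split by direction depended on how arrays were scaled. Median centring gave 250 higher and 568 lower genes, and no scaling between arrays gave 149 higher and 614 lower. With array weights and an intensity trend the count was 4419 genes. Replicate numbers follow the scan days, and with the replicate number as a block 1408 genes passed. With scan day as a term in the model, 1803 genes passed, 964 higher and 839 lower. Single mice also moved the count, to 1963 without *Sting* gt*/*gt replicate 1, 530 without *Sting* gt*/*gt replicate 5 and 494 without *Sting* gt*/*gt replicate 6.
Within scan day 1, with 3 mice per group, 939 genes passed, 639 higher and 300 lower. Within scan day 2, with 4 mice per group, 5911 passed, 3104 higher and 2807 lower. The genotype effect differed between scan days for 122 genes at an adjusted p under 0.05. Only 352 genes passed on both days and 58 of these changed in the same direction, and across genes, which are not independent replicates, the fold changes of the days had a correlation of -0.26.
After Benjamini-Hochberg adjustment, 1 transcript passed, NM_008710, which the table of gene names used here pairs with no symbol and which was singled out after its values were seen. A difference between C57BL/6 substrains was not excluded for it, since of the 3 substrain genes listed in advance Nnt was paired with no probe by that table and could not be looked up. Its log2 fold change was 1.19 (standard error 0.15, adjusted p = 0.0148 by limma), and its log2 signal was 2.27 ± 0.37 (SD, n = 7) in *Sting* gt*/*gt mice and 1.08 ± 0.08 (SD, n = 7) in WT mice. Every *Sting* gt*/*gt array lay above every WT array (two-sided exact permutation test, p = 0.000583, the smallest that 7 against 7 allows). It rose on both scan days, by a log2 fold change of 0.80 and 1.48. No transcript passed the adjustment under median centring, no scaling, the methods' t-test, the replicate block or either slide block, while 4 passed with array weights and an intensity trend. With arrays left out in turn, between 0 and 6 passed, the latter without WT replicate 4. In all, 12 genes had groups that did not overlap, 9 higher and 3 lower in *Sting* gt*/*gt, where chance gives 14.5.
Among genes with a symbol, the largest rises at an unadjusted p under 0.05 were in Camk2b (log2 fold change 1.72, standard error 0.38), C2cd4c (1.01, standard error 0.43), Eaf2 (1.00, standard error 0.21), 4732491K20Rik (0.97, standard error 0.27) and Adra2c (0.97, standard error 0.43). The larger falls included Trib3 (log2 fold change -1.88, standard error 0.57), St3gal2 (-0.88, standard error 0.22), Mageb16 (-0.85, standard error 0.21) and Rsf1os1 (-0.80, standard error 0.37). None of these passed the adjustment. The lowest adjusted p among them was 0.641, for Eaf2, by limma. With scan day as a term in limma, the adjusted p was 0.101 for Camk2b and 0.120 for Eaf2, so neither passed there. Other probes of the same gene were smaller for Eaf2 (0.29) and St3gal2 (-0.04). Transcript 4732491K20Rik was well above background on 5 *Sting* gt*/*gt and 2 WT arrays only. Rsf1os1 rose on scan day 1 (0.19) and fell on scan day 2 (-1.54), and without WT replicate 7 its log2 fold change was -0.45 and no longer passed. On the 5 arrays that slide as a fixed block compares, it was 0.26. C2cd4c, Adra2c and Rsf1os1 lost their unadjusted call under the methods' t-test. Rsf1os1 also lost its call with scan day as a block and with the authors' series table, and Rsf1os1 and Adra2c did under normexp background correction. With slide as a fixed block C2cd4c was 0.45 and Adra2c 0.62. Adra2c was 0.69 without *Sting* gt*/*gt replicate 6 and C2cd4c 0.81 without WT replicate 2, and neither passed then. With slide as a fixed block St3gal2 was -0.43, Mageb16 -0.13 and 4732491K20Rik 0.33, and none of these 5 genes passed there.

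**Figure D2:**
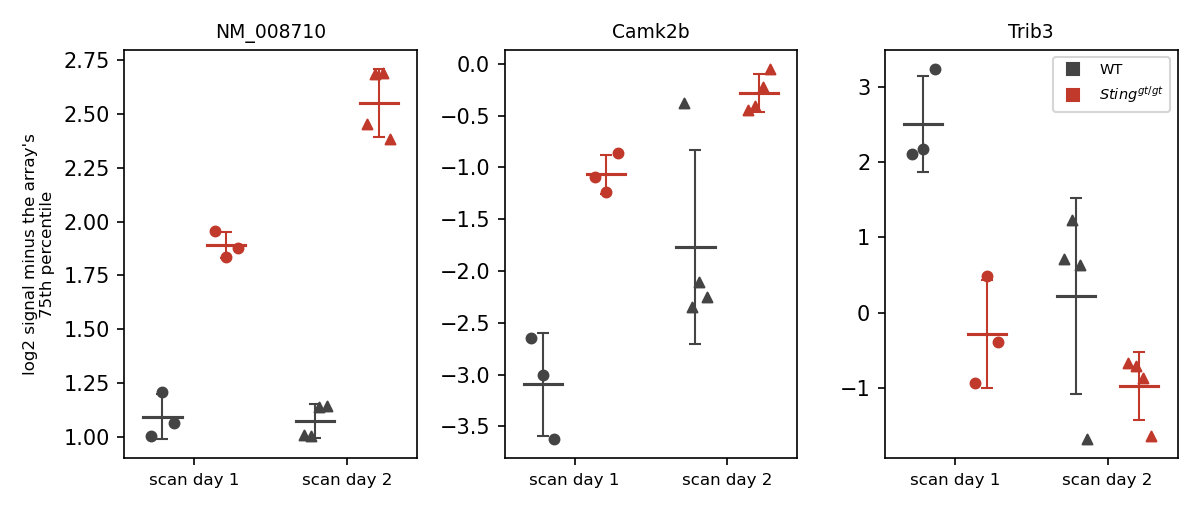
Log2 signal minus the array's 75th percentile of NM_008710, Camk2b and Trib3, 1 point per mouse, by scan day, with the mean and SD of each group. NM_008710 lies between 1.84 and 2.69 in *Sting* gt*/*gt mice and between 1.01 and 1.21 in WT mice, while WT replicate 4 at Camk2b (-0.38) lies within the range of the *Sting* gt*/*gt mice and WT replicate 7 at Trib3 (-1.68) lies below it.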

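Interferon-inducible genes were read from a list of 94 interferon-stimulated genes of the mouse, drawn up without the expression values. The Interferome lists that the paper used were not used here. The table of gene names paired probes with 87 of the 94, and all 87 were tested, while the other 7 could not be looked up. Of the 434 genes with a symbol that passed an unadjusted p under 0.05, 2 belonged to the list, and 432 did not. The pair from the list, named after its values were seen, was Herc6 and Parp14. Herc6, an E3 ligase, had a log2 signal of -1.14 ± 0.15 (SD, n = 7) in *Sting* gt*/*gt mice and -0.82 ± 0.23 (SD, n = 7) in WT mice, a log2 fold change of -0.32 (standard error 0.11, adjusted p = 0.999 by limma). The exact permutation test gave p = 0.0117 (two-sided, unadjusted). It lost its unadjusted call with slide as a random block (-0.26), and with slide as a fixed block, which compares 5 arrays of scan day 1, it was -0.15 and did not pass. Parp14 had a log2 fold change of -0.28 (standard error 0.10, adjusted p = 0.999 by limma). Both were lower on each scan day.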

The changes in gene expression profiles of splenocytes included both interferon-inducible genes and non-related interferons (Figure 4A). Most of the interferon-related genes were down-regulated in the *Sting*^*gt*/*gt*^ mice (Figure 4B). These data suggested that the severity of CIA in *Sting*^*gt*/*gt*^ mice may not directly be related to the interferon signaling pathway. 

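Across the 87 interferon-stimulated genes, 56 were lower and 31 higher in *Sting* gt*/*gt mice, with a median log2 fold change of -0.04 and a mean of -0.06. The quartiles of the list were -0.16 and 0.04, and its median stayed below 0 under each scaling of the arrays that was tried. The 2 genes past an unadjusted p under 0.05 were both lower. None passed adjusted over the list alone, and none over all genes tested. The list was lower than the other genes by limma's camera with a preset correlation of 0.01 (adjusted p = 0.00679 over the 13 lists tested). The call did not hold when the correlation between the list's genes was estimated, at 0.28, nor under fry, where the p values were 0.389 and 0.529. Averaged over the list, the log2 signal was 2.59 ± 0.16 (SD, n = 7) in *Sting* gt*/*gt mice and 2.65 ± 0.19 (SD, n = 7) in WT mice. That difference was smaller than the spread between mice of 1 group (two-sided exact permutation test, p = 0.572, Benjamini-Hochberg adjusted p = 0.741 over the 13 lists).
On scan day 1, 67 of the 87 genes were lower, with a median log2 fold change of -0.15, and on scan day 2, 44 were lower, with a median of -0.0053. The difference between the days was not beyond chance for the list average (exact permutation test within scan days, p = 0.50). With slide as a fixed block, which compares 5 arrays of scan day 1, the median was -0.21. With array weights and an intensity trend it was -0.015 and the camera call was lost. Single mice also set its sign, since without WT replicate 7 the median was 0.014, with 41 genes lower, and without *Sting* gt*/*gt replicate 1 it was 0.011, with 39 lower. From the down-regulation in Figure 4B, the paper proposes that the severity of CIA in *Sting* gt*/*gt mice may not be tied directly to interferon signaling.

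**Figure D3:**
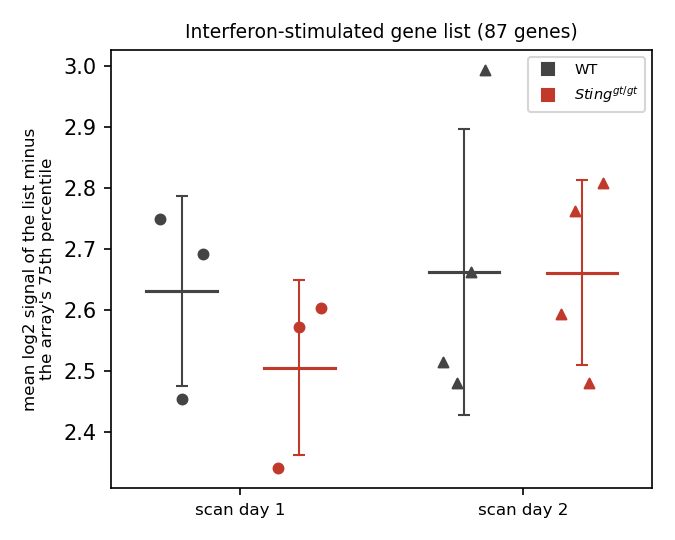
Mean log2 signal of the 87 interferon-stimulated genes minus the array's 75th percentile, 1 point per mouse, by scan day, with the mean and SD of each group. The highest mouse is WT replicate 7 (2.99) and the lowest is *Sting* gt*/*gt replicate 1 (2.34), and the genotypes overlap on both days.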

Next, we analyzed the molecular function of these gene lists. 

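The genes of Supplementary Table 1 were looked up in the same fit. The table lists 116 different genes, 101 as down and 15 as up in *Sting* gt*/*gt mice. The paper drew them from these same arrays, so neither their direction nor a call adjusted over the list alone is independent evidence. In this fit 113 of them were tested, and 95 changed in the table's direction, with a median log2 fold change of -0.13 for the genes listed as down and 0.32 for those listed as up. An unadjusted p under 0.05 in the table's direction was reached by 20 genes, 14 down and 6 up, and by none against it. Adjusted over the list alone, 1 gene passed, and over all genes tested none did. The larger falls included Gsta2 (log2 fold change -0.75), Mpp2 (-0.72), Hspa1b (-0.58) and Trim69 (-0.57), named after their values were seen. With slide as a random block 10 of the 113 genes passed. With the authors' series table in place of the scanner signal 37 passed. Counting a gene when any of its probes passed in that series table, a setting chosen after the data were seen, gave 66 of 116. Within scan day 1, 95 of the tested genes went the table's way, and within scan day 2, 80 did.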

Interestingly, the biological process related to the signaling by the B cell receptor (BCR) showed up in the data of isolated splenocytes (Figure 4C). 

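Supplementary Table 1 places 4 genes, all as down in *Sting* gt*/*gt mice, under signaling by the BCR, a process that accounts for 2.29% of the table's gene numbers. Fbxw11 is a ubiquitin ligase subunit, Nfatc3 a calcium-regulated transcription factor, Psmf1 a proteasome inhibitor and Sos1 a Ras exchange factor. Fbxw11 had a log2 signal of 3.64 ± 0.41 (SD, n = 7) in *Sting* gt*/*gt mice and 3.58 ± 0.24 (SD, n = 7) in WT mice, a log2 fold change of 0.06 (standard error 0.17). Nfatc3 had 3.39 ± 0.25 (SD, n = 7) against 3.42 ± 0.27 (SD, n = 7), a log2 fold change of -0.03 (standard error 0.14). Psmf1 changed by a log2 fold change of -0.07 (standard error 0.16) and Sos1 by -0.11 (standard error 0.18). Each of these is within its standard error, and the two-sided exact permutation tests gave p = 0.744 for Fbxw11, p = 0.848 for Nfatc3, p = 0.689 for Psmf1 and p = 0.56 for Sos1. The adjusted p = 0.999 by limma was the same for all 4. Fbxw11 turned lower without scaling between arrays (-0.0024) and with slide as a random block (-0.094), and Nfatc3 higher with array weights and an intensity trend (0.079). With slide as a fixed block, which compares 5 arrays of scan day 1, Fbxw11 was -0.16, Psmf1 0.083 and Nfatc3 -0.45, the last past an unadjusted p under 0.05. Single mice set the sign of 3 of the genes, since Fbxw11 was -0.010 without *Sting* gt*/*gt replicate 5, Nfatc3 0.049 without *Sting* gt*/*gt replicate 1 and Psmf1 0.026 without *Sting* gt*/*gt replicate 3. The 2 other probes of Fbxw11 were at -0.0071 and 0.09, and the other probe of Psmf1 at -0.21. The signs differed between the scan days. All 4 were lower on scan day 1, by -0.12 for Fbxw11, -0.41 for Nfatc3, -0.16 for Psmf1 and -0.33 for Sos1. None was lower on scan day 2, where the values were 0.19, 0.26, 0.0070 and 0.06. Permuting genotypes within scan days, the exact test of the difference between the days gave p = 0.00571 for Fbxw11, p = 0.02 for Nfatc3, p = 0.633 for Psmf1 and p = 0.11 for Sos1, so for the last 2 it was not beyond chance. On scan day 2, slide and genotype cannot be told apart.

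**Figure D4:**
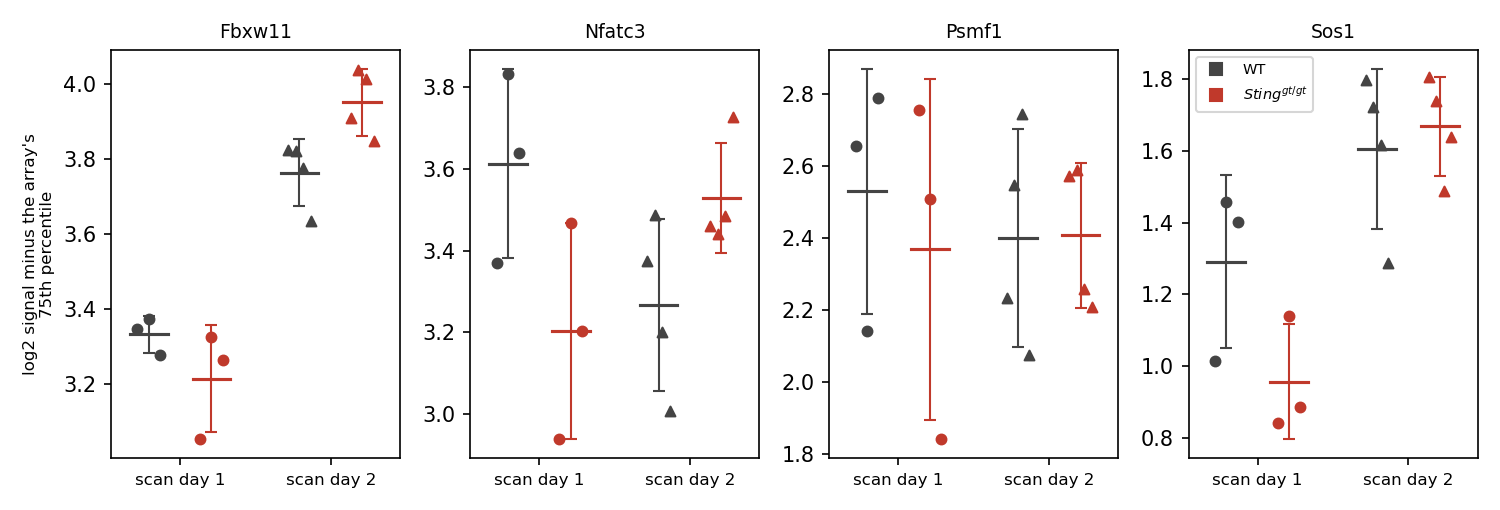
Log2 signal minus the array's 75th percentile of the 4 genes listed under BCR signaling, 1 point per mouse, by scan day, with the mean and SD of each group. On scan day 1 the *Sting* gt*/*gt mean lies below the WT mean for each gene, and on scan day 2 it does not for any of the 4.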

The lists of biological processes were shown (Supplementary Table 1). These data pointed out the potential function of STING signaling in B cell biology.

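The table holds 16 processes, and since genes recur, its 116 genes make 181 entries. The process with most genes was the cell cycle, with 31 listed, all tested, of which 23 changed in the listed direction and 2 at an unadjusted p under 0.05. For cytokine signaling, 17 of 20 tested genes followed the listed direction and 4 passed. For class I MHC antigen presentation 17 of 20 followed it and 3 passed, and for cellular responses to external stimuli 18 of 22 and 4. DNA repair had 19 of 22 in the listed direction and 2 past the threshold. Neutrophil degranulation had 8 of 10, with 2 past it. In the 5 genes under induction of interferon by DDX58 and IFIH1 (Crebbp, Ep300, Otud5, Trim25 and Ube2l6) all went down as listed and none passed. On scan day 2 taken alone, 3 of these 5 went down, and 16 of the 31 genes under the cell cycle went in the listed direction, against 25 on scan day 1, which are not all the same genes.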

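As a reading of BCR signaling that does not depend on the choice of genes from these arrays, 58 genes of proximal BCR signaling were listed without the expression values, 2 of which Supplementary Table 1 also holds. All 58 were tested, and 27 were lower and 31 higher in *Sting* gt*/*gt mice. The median log2 fold change was 0.0047 and the mean 0.0024, while limma's camera placed the list slightly below the other genes (adjusted p = 0.827), so median and test differed in sign. No gene of the list passed an unadjusted p under 0.05, and adjusted over the list alone none passed either. The list's average log2 signal was 2.47 ± 0.13 (SD, n = 7) in *Sting* gt*/*gt mice and 2.46 ± 0.13 (SD, n = 7) in WT mice (two-sided exact permutation test, p = 0.966). Neither fry nor an estimated correlation changed the call. The median was -0.03 on scan day 1 and 0.06 on scan day 2. It was negative under quantile normalization (-0.0071), median centring (-0.012) and no scaling (-0.055). With slide as a random block it was -0.047 and the list passed camera's threshold on the lower side, as it did with slide as a fixed block (-0.09), which compares 5 arrays of scan day 1. Leaving out single mice moved it between -0.026, without WT replicate 1, and 0.049, without *Sting* gt*/*gt replicate 1. From the appearance of BCR signaling among the processes in Figure 4C, the paper reasons that STING signaling has a potential function in B cell biology.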

**Figure 4:**
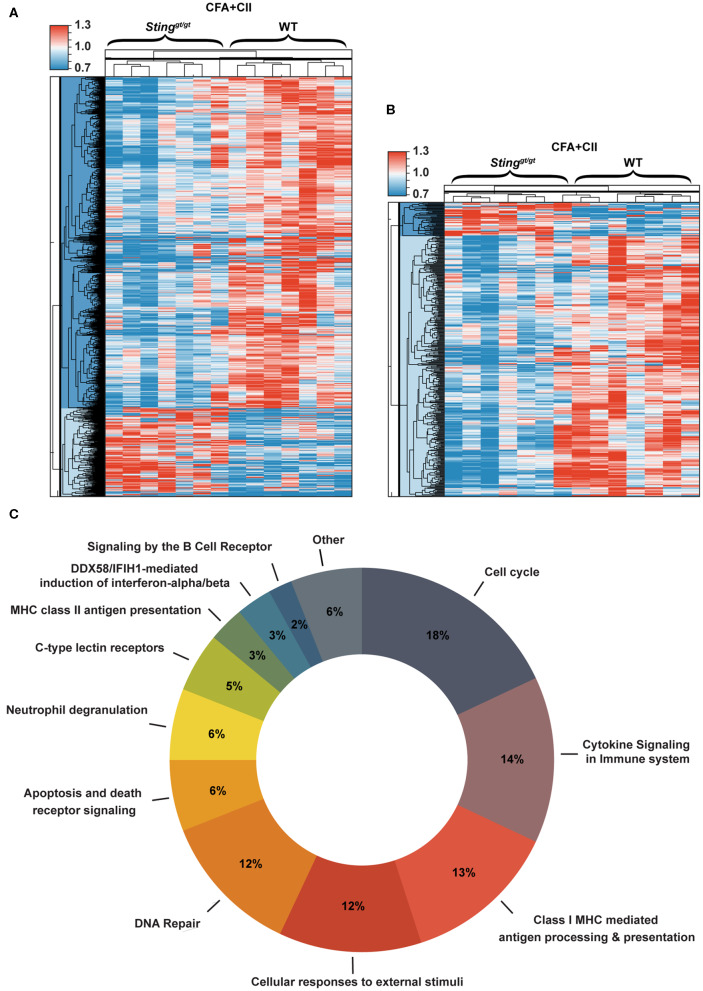
Gene expression profiles of splenocytes in response to CIA. Gene expression profiles that significantly changed in the isolated splenocytes from WT and *Sting*^*gt*/*gt*^ mice after the 1st immunization with CFA + CII for 2 weeks were analyzed. **(A,B)** The heat map shows the genes that significantly changed comparing between WT and *Sting*^*gt*/*gt*^ mice (*p* < 0.05). **(A)** Data of all of the genes and **(B)** the interferon signature genes are shown in the sample signal/average signal (*N* = 7 mice per group). **(C)** The bioinformatics analysis of microarray data shows the molecular function of genes that significantly different between WT and *Sting*^*gt*/*gt*^ mice after the immunization with CFA + CII for 2 weeks.

### Sting Negatively Regulates BCR Induced Cell Proliferation

To identify the function of STING in B cells, we isolated the B cells from the spleen of immunized mice with CFA + CII and achieved up to 95% of the purity (Figure 5A). The viability of the isolated B cells was more than 90% (Figure 5B). These B cells were subjected to analysis by LC-MS/MS. The volcano plot shows the proteins that were changed after CFA + CII comparing between WT and *Sting*^*gt*/*gt*^ mice (Figure 5C). The proteins that showed the difference in expression were analyzed and categorized. The pie chart illustrates the biological processes that occurred in B cells (Figure 5D). The molecular functions that changed were B cell proliferation, B cell receptor signaling, antigen presentation, and death signal (Figure 5D). The bioinformatics analysis of protein expression in B cells suggested that STING may be involved in B cell signaling and B cell proliferation. The lists of biological processes were shown (Supplementary Table 2).

**Figure 5:**
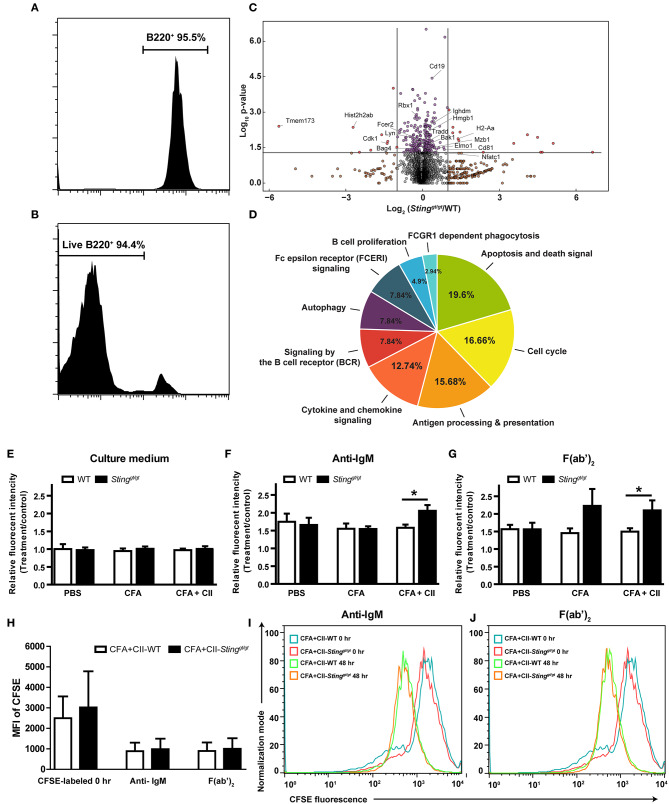
STING negatively regulates B cell survival. Isolated B cells from the spleens of immunized mice (WT and *Sting*^*gt*/*gt*^) with CFA+CII were analyzed by LC-MS/MS **(A–D)**. **(A)** The isolation of B cells shown up to 95% of purity, and **(B)** the B cells had 94% viability that was subjected to B cell functional study. **(C)** The data from LC-MS/MS experiment shown in the volcano plot (*N* = 6 samples per group, and each sample consist of 2 mice; *p* < 0.05). **(D)** The pie chart shows the bioinformatics analysis of the proteins that characterized the molecular functional groups. **(E–J)** Isolated B cells from the spleens of WT and *Sting*^*gt*/*gt*^ mice after the injection with PBS, CFA, or CFA + CII were incubated with **(E)** culture medium, **(F)** anti-IgM, and **(G)** F(ab')_2_ for 48 h then measured the cell viability by the MTS assay. **(H–J)** CFSE dilution assay of B cells after stimulation with anti-IgM, and F(ab')_2_ to determine the proliferation. **(H)** The mean fluorescence intensity (MFI) of CFSE labeling B cells are shown as mean ± SEM; *N* = 3–4 mice/group (*p < 0.05). The representative histograms of CFSE labeling B cells isolated from WT and *Sting*^*gt*/*gt*^ mice after stimulation with **(I)** anti-IgM and **(J)** F(ab')_2_ are shown.

To test if the B cell signaling mediated through STING, we stimulated the isolated B cells from the WT and *Sting*^*gt*/*gt*^ mice that were injected with PBS control, CFA, or CFA + CII (Figures 5D–G). The B cells from all of the treatments that were cultured in the regular medium showed no proliferation (Figure 5E). The anti-IgM stimulated B cells to proliferate in PBS control and CFA injected groups from both WT and *Sting*^*gt*/*gt*^ mice measured with MTS assay (Figure 5F). However, the B cells from the CFA + CII treatment group showed the difference in MTS fluorescence intensity between WT and *Sting*^*gt*/*gt*^ mice (Figure 5F). The B cells from *Sting*^*gt*/*gt*^ mice significantly showed the MTS fluorescence intensity higher than WT mice (Figure 5F). A similar pattern of B cell response was detected when stimulated with F(ab')_2_ (Figure 5G). The difference of fluorescence intensity from MTS assay could derive from the change of proliferation or the viability of B cells. Thus, we performed the CFSE dilution assay to determine whether the proliferation or the viability that was mediated by STING activation in B cells. The stimulation with anti-IgM and F(ab')_2_ induced the CFSE dilution assay of B cells isolated from WT and *Sting*^*gt*/*gt*^ mice in a similar manner (Figures 5H–J). These data suggested that STING played a role as a negative regulator of B cell survival in the stimulated B cells.

### Activation of Sting Mediated B Cell Death

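In the splenocyte arrays, Supplementary Table 1 lists 13 genes under apoptosis, of which 12 changed in the listed direction and Creb3l3 and Tiam2, both up in *Sting* gt*/*gt mice, passed an unadjusted p under 0.05. The same pair passed among the 7 genes under death receptor signaling, where 6 followed the listed direction. On scan day 1, 12 of the 13 and 7 of the 7 did, and on scan day 2, 7 and 5. Creb3l3 had a log2 fold change of 0.39 (standard error 0.13) and Tiam2 0.56 (standard error 0.20), and by limma the adjusted p = 0.999 was the same for both. Bcl2l1, which encodes the survival protein Bcl-xL and is listed as down, had a log2 signal of 6.23 ± 0.36 (SD, n = 7) in *Sting* gt*/*gt mice and 6.44 ± 0.14 (SD, n = 7) in WT mice, a log2 fold change of -0.20 (standard error 0.15; two-sided exact permutation test, p = 0.196). *Sting* gt*/*gt replicate 1 lay highest of its group, at 7.01, and without it the log2 fold change was -0.33, past an unadjusted p under 0.05. The fall of Bcl2l1 passed an unadjusted p under 0.05 under normexp background correction (-0.25), under the methods' full rule of tests and with array weights and an intensity trend (-0.25), and with slide as a fixed block, which compares 5 arrays of scan day 1, the value was 0.11. Its 4 other probes had log2 fold changes between -0.35 and -0.23. Crebbp, under apoptosis and interferon induction, had a log2 fold change of -0.12 (standard error 0.17), and its other probe was at -0.26. Crebbp was 0.052 with slide as a fixed block and 0.014 with slide as a random block. With scan day as a term its standard error was 0.077, and the exact permutation test within scan days gave p = 0.0614.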

Our bioinformatics analysis showed the alteration of the apoptosis and death pathway that may be related to STING signaling (Figures 4C, 5D). Also, our data suggested that STING may affect the survival of B cells (Figures 5F–H). To confirm that STING can mediate cell death in B cells, the isolated B cells from the spleen of WT and *Sting*^*gt*/*gt*^ mice were incubated with DMXAA (STING ligand) and subsequently analyzed by flow cytometry. The B cells from the mice that were treated with PBS or CFA + CII did respond to DMXAA in a similar pattern (Figures 6A,B). The STING activation mediated B cell death in WT mice but not in *Sting*^*gt*/*gt*^ mice (Figures 6A,B). We also looked at the mean fluorescence intensity (MFI) of FAS on B cells and found an increase in FAS expression upon DMXAA stimulation (Figures 6C,D). These data suggested that STING mediated B cell death and increased FAS expression in both naïve and antigenic primed B cells.

**Figure 6:**
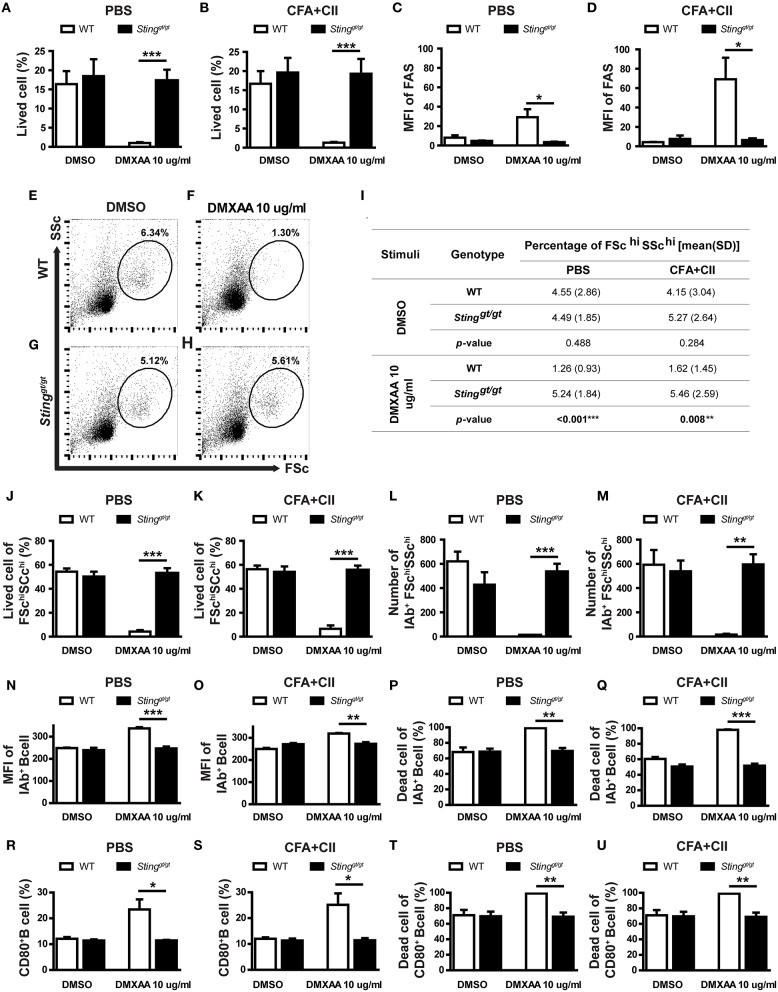
Activation of STING mediated B cell death. The isolated B cells from the spleens of immunized mice (WT and *Sting*^*gt*/*gt*^) were cultured with DMSO control or DMXAA for 24 h and analyzed by flow cytometry. **(A,B)** Percentage of B cell viability of **(A)** PBS and **(B)** CFA+CII injection group. **(C,D)** Mean fluorescence intensity (MFI) of FAS on B cells from **(A)** PBS and **(B)** CFA+CII injection group. **(E–H)** Representative plots from the PBS injection group show FSC and SSc. The gated areas show the FSc^hi^SSc^hi^ B cells population. The isolated B cells from WT and *Sting*^*gt*/*gt*^ mice were cultured with **(E,G)** DMSO and **(F,H)** DMXAA. **(I)** Data showed the percentage of FSc^hi^SSc^hi^ B cells isolated from the immunized WT and *Sting*^*gt*/*gt*^ mice after incubation with DMSO and DMXAA. **(J–U)** Flow cytometry analysis showed **(J,K)** the percentage of viable cells in FSc^hi^SSc^hi^ B cells and **(L,M)** the number of IAb^+^FSc^hi^SSc^hi^ B cells from the mice injected with PBS and CFA+CII. **(N,O)** Mean fluorescence intensity (MFI) of IAb^+^ on B cells from **(N)** PBS and **(O)** CFA + CII injection group. **(P,Q)** Percentage of dead IAb^+^ B cells of the mice injected with **(P)** PBS and **(Q)** CFA + CII. **(R,S)** Percentage of CD80^+^ B cell from **(R)** PBS and **(S)** CFA+CII injection group. **(T,U)** Percentage of dead CD80^+^ B cells of the mice injected with **(T)** PBS and **(U)** CFA+CII. Data are shown as mean ± SEM; *N* = 3-6 mice/group (*p < 0.05, **p < 0.01, and ***p < 0.001).

The analysis by flow cytometry showed the absence of FSc^hi^SSc^hi^ B cells in WT mice after STING activation, while *Sting*^*gt*/*gt*^ mice showed the presence of these B cell subsets (Figure 6E). The quantification of these B cell subsets was shown (Figure 6I). The activation with DMXAA significantly reduced the percentage of these FSc^hi^SSc^hi^ B cell subsets in WT mice (Figure 6I). These data suggested that STING mainly targeted these FSc^hi^SSc^hi^ B cell subsets. Next, we determined whether the absence of these B cell subsets after STING activation in WT mice resulted from cell death. We detected the percentage of viable cells in the FSc^hi^SSc^hi^ B cells was significantly decreased in WT mice after STING activation but was preserved in *Sting*^*gt*/*gt*^ mice (Figures 6J,K). The FSc^hi^SSc^hi^ B cells may represent the activated B cells, which were the preferred target of STING mediated cell death. Further analysis showed that the number of IAb^+^ cells in the FSc^hi^SSc^hi^ B subset significantly diminished in WT mice upon STING activation (Figures 6L,M). The activation of STING mediated B cell survival was detected in the first 6 h as well (Supplementary Figure 1).

Next, we confirmed that STING mediated B cell death was targeted at the activated B cell by staining CD80 (a costimulatory molecule) and IAb (MHC-II) as a marker of the activated B cells. The MFI of IAb and percentage of CD80^+^ B cells significantly increased in the DMXAA activated WT B cells compared to *Sting*^*gt*/*gt*^ B cells (Figures 6N,O,R,S). Also, the percentage of dead cells in IAb^+^ B cells and CD80^+^ B cells significantly increased in WT B cells but not in *Sting*^*gt*/*gt*^ B cells after DMXAA stimulation (Figures 6P,Q,T,U). These results suggested that STING activated B cell death.

## Discussion

Collagen-Induced arthritis (CIA) model has similar features with rheumatoid arthritis (30). The immunization with complete Freund's adjuvant (CFA) and collagen type 2 induces the production of anti-collagen type 2 antibody, rheumatoid factor (RF), and anti-cyclic citrullinated peptide antibodies (anti-CCP) (30). The scores of arthritis in the *Sting*^*gt*/*gt*^ mice that were comparable to WT mice in this study were unexpected. We detected the significant reduction of CD11c^+^B220^+^ and CD11b^+^CD11c^+^ cells in the *Sting*^*gt*/*gt*^ mice after the CIA, which may suggest that STING functioned in the promotion of dendritic cells. However, the differnce of antigen-presenting cells (APC) between WT and *Sting*^*gt*/*gt*^ mice did not explain the similarity in arthritis phenotypes of both WT and *Sting*^*gt*/*gt*^ mice in the CIA.

The adaptive immunity is crucial for CIA development. The *CD4*-deficient mice are less susceptible to the CIA than WT mice (31). Th17 cells were shown as one of the significant players of the CIA (32). The IFN-γ knockout mice increase the Th17 cells which accelerate the CIA (33). STING activation in T cells induces the production of IFN-I and IFN-γ (34). However, the *Sting*^*gt*/*gt*^ and WT mice showed a similar pattern of serum IFN-γ and IL-17 in response to the CIA. Also, our study did not detect the difference in T cell phenotypes between WT and *Sting*^*gt*/*gt*^ mice. The data suggested that the difference in arthritis between WT and *Sting*^*gt*/*gt*^ mice did not contribute by T cell alteration.

The B cells are required for CIA development (35). The rise of anti-collagen type 2 antibody in the early phase in the *Sting*^*gt*/*gt*^ mice, before the second immunization, suggested the increase of B cell activity in the *Sting*^*gt*/*gt*^ mice. Although the severity of arthritis was caught up with WT mice at week 6, this finding may be explained by the fact that the levels of anti-collagen type 2 antibody were boosted after the second immunization with CFA and CII. Interestingly, the analysis of gene expression profiles from splenocytes at the early phase after the first immunization suggested the increase in B cell signaling. Also, the expression of interferon-inducible genes decreased in the *Sting*^*gt*/*gt*^ mice compared with WT after the CIA. 

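B cell genes as such were read from a list of 15 markers, among them Cd79a, Cd79b, Ms4a1 and Pax5. All were tested, and 12 were lower in *Sting* gt*/*gt mice, with a median log2 fold change of -0.15 and a mean of -0.12. The list shares 8 genes with the list of BCR signaling, and its median stayed below 0 under each scaling tried. Averaged over the list, the difference in log2 signal was within the spread between mice, whose SD was 0.20 in *Sting* gt*/*gt mice and 0.31 in WT mice (n = 7 each, two-sided exact permutation test, p = 0.407). By limma's camera with the preset correlation the adjusted p = 0.00679, and with an estimated correlation or fry the list no longer passed. Ebf1 alone passed an unadjusted p under 0.05, with a log2 fold change of -0.34 (standard error 0.14), and adjusted over the list alone none did. The direction differed between scan days, with a median of 0.20 on scan day 1, where 4 of 15 were lower, and of -0.37 on scan day 2, where 14 were lower. For the difference between the days the exact permutation test within days gave p = 0.0214, and the Benjamini-Hochberg adjusted p = 0.139 over 13 lists. Ms4a1 had a log2 fold change of -0.20 (standard error 0.17).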

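Of the interferon genes that Supplementary Table 1 names, Ifnar1, a subunit of the type I interferon receptor, was the one besides Herc6 to pass an unadjusted p under 0.05. Its log2 signal was 3.54 ± 0.17 (SD, n = 7) in *Sting* gt*/*gt mice and 3.77 ± 0.09 (SD, n = 7) in WT mice, a log2 fold change of -0.23 (standard error 0.09; two-sided exact permutation test, p = 0.00408). It did not pass with the mean of its probes (-0.14), with slide as a random block (-0.19) or as a fixed block (-0.15, from 5 arrays of scan day 1), nor without *Sting* gt*/*gt replicate 5 (-0.18) or WT replicate 4 (-0.22), and its other probes were between -0.17 and -0.014. Isg20 had a log2 fold change of -0.29 (standard error 0.20, exact permutation p = 0.194), Ube2l6 of -0.23 (standard error 0.15, exact permutation p = 0.149) and Otud5 of -0.25 (standard error 0.14, exact permutation p = 0.0973). Of these, Isg20 passed under normexp (-0.35) and with array weights and an intensity trend (-0.38), Ube2l6 with the same weights (-0.27), and Otud5 under quantile normalization (-0.27), normexp (-0.29) and the series table (-0.25). On those 5 arrays, with slide as a fixed block, Isg20 was 0.24 and Ube2l6 0.037. Irf9 fell by 0.09 on the log2 scale (standard error 0.09) and Ep300 by a log2 fold change of -0.15 (standard error 0.16), and with slide as a fixed block Ep300 passed at -0.46. Trim25 had a log2 fold change of -0.04 (standard error 0.15), and of 0.039 with array weights and an intensity trend. Other probes of the same gene were at -0.22 for Irf9, -0.065 for Ep300, -0.21 for Trim25, -0.30 for Isg20 and between -0.30 and -0.21 for Otud5. *Sting* gt*/*gt replicate 1 was the highest of its group at Isg20, and without it Isg20 (-0.46), Ube2l6 (-0.34) and Otud5 (-0.34) passed and Trim25 rose (0.051). After adjustment over all genes none of these passed in the limma fit.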

The administration of IFN-β into the CIA mice reduced inflammation and slow cartilage destruction (36). The combination of the increase of B cell activity and the decrease in IFN-I function may promote arthritis development in the *Sting*^*gt*/*gt*^ mice.

The function of STING in B cells showed different results. The expression of STING on B cell is required for antibody response to T cell-dependent antigens and cyclic-di-GMP (CDG) (37). The activation of STING with CDG acts synergistically with B cell receptors to increase the expression of co-stimulatory molecules (CD86) (37). The STING-deficient MRL/lpr mice developed severe autoimmunity with an increase in autoantibody production (24). Another study shows that STING negatively regulates dsDNA-activated JAK1-STAT1 via SHP-1/2 in B cells (38). SHP-1 is a protein-tyrosine phosphatase that dephosphorylates the proximal BCR signaling or mediates the function of certain inhibitory ITIM containing receptors (39). The deletion of SHP-1 in B cells leads to systemic autoimmunity (40). Here, we detected the increase of B cell survival in the *Sting*^*gt*/*gt*^ mice upon BCR engagement with anti-IgM and F(ab')_2_, especially in the isolated B cells from mice that were immunized with CFA and collagen type 2.

The CD43^−^ B cells are immature follicular B cells (41). In theory, these populations should not be different between immunized or non-immunized mice. Our data showed the difference in BCR response of CD43^−^ B cells from the immunized group (CFA+CII) of STING-deficient mice. However, the CD43 (or S7) negative cells upregulate the expression of CD43 after LPS stimulation (42). Due to the CD43 negative selection it is possible that antigen specific B cells in our *in vitro* experiments only comprised a fraction of all antigen activated B cells. These data suggested that STING worked as a negative regulator for BCR signaling in the stimulated B cells.

The proteomics data of B cells showed the increase of several proteins involved in apoptosis and death signals. Activation of STING induces apoptosis in malignant B cells (43). We found that STING ligand-induced B cell death, which broadly affected either naïve or stimulated B cells. The flow cytometry showed that the preferentially targeted B cells for STING induced cell death were the activated B cells (IAb^+^FSC^hi^SSc^hi^, or CD80^+^). Thus, the absence of STING in B cells maintained the activated B cell to survive and allowed the stimulated B cells to respond to the signaling from BCR, which subsequently augmented the antibody production and antigenic presentation.

In summary, DNA sensing through the STING pathway activates innate immunity and induces inflammation (19). Our study demonstrated that STING promoted the expression of IFN-inducible genes and dendritic cell expansion in the CIA. At the same time, STING functioned as a negative regulator in the B cells upon BCR engagement, a mechanism that controls the hyperactivation of B cells. STING-deficient mice do not spontaneously develop autoimmune diseases (44). These data suggested the STING worked differently in a particular cell type with a specific stimulation. The counter-regulatory function of STING in the adaptive immunity could keep the balance between inflammation and tolerance.

## Conclusion

Inhibition of STING in B cells promoted the activated B cell survival in the CIA model.

## Data Availability Statement

The datasets generated for this study can be found in the the link below, Microarray; https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE142624. The GEO accession number is GSE142624. The mass spectrometry data, including annotated spectra for all modified peptides and proteins identified based on a single peptide, have been deposited to the ProteomeXchange Consortium via the Proteomics IDEntifications (PRIDE) partner repository with the data set identifier PXD018652.

## Ethics Statement

The animal study was reviewed and approved by Animal Experimentation Ethics Committee of Chulalongkorn University Medical School.

## Author Contributions

MT performed experiments, interpreted data, conceptualization, and writing manuscript. AT, BW, and JM provided methodology and formal analysis. TS provided formal analysis and data curation. TP contributed funding acquisition, conceptualization, methodology, and editing manuscript. PP provided conceptualization data curation, formal analysis, funding acquisition, and writing manuscript.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Deficiency of STING Promotes Collagen-Specific Antibody Production and B Cell Survival in Collagen-Induced Arthritis
**Source:** Front Immunol. 2020 Jun 3;11:1101. doi: 10.3389/fimmu.2020.01101
**Supplement:** Supplementary file 1

**Supplement Table 1: Biological process of RNA expression from Microarrays data**

| **Biological process** | **Up in *Sting^gt/gt^*** | **Down in *Sting^gt/gt^*** | **Number** |
| --- | --- | --- | --- |
| **Cell Cycle** | Nupl2, Top3a | Anapc1, Casc5, Ccnh, Cdc23, Cdkn1b, Cep192, Dido1, Dync1li2, Ep300, Esco1, Fbxw11, Haus6, Kif23, Lin9, Lpin2, Mcph1, Mpp2, Ncapd2, Nup133, Nup160, Orc5, Pds5a, Phf8, Pot1b, Psmf1, Tmpo, Top2a, Topbp1, Tubgcp3 | 31 |
| **Cytokine Signaling in Immune system** | Camk2a, Camk2b, Mid1 | Arih1, Atf2, Bcl2l1, Fbxw11, Gsta2, H2-M5, Hspa8, Ifnar1, Il1rl1, Irf9, Isg20, Nup133, Nup160, Sos1, Tab2, Trim25, Ube2l6, Zeb1 | 24 |
| **Class I MHC mediated antigen processing & presentation** | Fbxo10, Rnf217, Trim50 | Ccnf, Cdc23, Cul3, Fbxl20, Fbxl3, Fbxw11, Fbxw2, Gan, H2-M5, Hace1, Herc1, Herc6, Klhl25, Lrr1, Pja2, Psmf1, Trim69, Trip12, Ube2h, Ube2l6 | 23 |
| **Cellular responses to external stimuli** | Id1, Nupl2 | Anapc1, Arnt, Atg4a, Cat, Cdc23, Cdkn1b, Crebbp, Dnajb1, Dync1li2, Ep300, Hspa1b, Hspa8, Nup133, Nup160, Pot1b, Psmf1, Rb1cc1, Sirt1, Tnrc6b, Wipi1 | 22 |
| **DNA Repair** | Mid1, Rad52, Top3a | Cat, Ccnh, Ep300, Ercc6, Mbd4, Neil3, Pms2, Polh, Ppp4r2, Rad23a, Rif1, Tcea1, Tdp2, Topbp1, Trim25, Ube2l6, Usp45, Uvssa, Wdr48 | 22 |
| **Neutrophil degranulation** |  | Cat, Cdk13, Dnase1l1, Golga7, Grn, Hspa1b, Hspa8, Rap1a, Rock1, Tmc6 | 10 |
| **C-type lectin receptors (CLRs)** | Card9, Muc19 | Crebbp, Ep300, Fbxw11, Nfatc3, Psmf1, Tab2 | 8 |
| **Apoptosis** | Creb3l3 and Tiam2 | Akap13, Arhgef39, Atf4, Bcl2l1, Crebbp, Ect2, Itsn1, Nfatc3, Psmf1, Rock1, Sos1 | 6 |
| **MHC class II antigen presentation** |  | Dync1li2, H2-M5, Kif11, Kif15, Kif5b | 5 |
| **DDX58/IFIH1-mediated induction of interferon-α/β** |  | Crebbp, Ep300, Otud5, Trim25, Ube2l6 | 5 |
| **Death receptor signaling** | Creb3l3 and Tiam2 | Akap13, Arhgef39, Ect2, Itsn1, Sos1 | 5 |
| **Signaling by the B Cell Receptor (BCR)** |  | Fbxw11, Nfatc3, Psmf1, Sos1 | 4 |
| **TGF signalling** |  | Rap1a, Tab2, Wipf2 | 3 |
| **Nucleotide-binding domain, leucine rich repeat containing receptor (NLR) signaling pathways** | Card9 | Bcl2l1, Tab2 | 3 |
| **Immuno-regulatory interactions between a Lymphoid and a non-Lymphoid cell** | Trem2 | Colec12 | 2 |
| **Cytosolic sensors of pathogen-associated DNA** |  | Crebbp and Ep300 | 2 |

# Supplementary material for: Deficiency of STING Promotes Collagen-Specific Antibody Production and B Cell Survival in Collagen-Induced Arthritis
**Source:** Front Immunol. 2020 Jun 3;11:1101. doi: 10.3389/fimmu.2020.01101
**Supplement:** Supplementary file 2

**Supplement Table 2: Biological process of B cell protein from LC-MS/MS**

| **Biological process** | **Up in *Sting^gt/gt^*** | **Down in *Sting^gt/gt^*** | **Number** |
| --- | --- | --- | --- |
| **Apoptosis and death signal** | Aimp2, Bak1, Ctnnbl1, Dpf2, Elmo1, Fis1, Gpx1, Lamtor1, Ogt, Prkacb, Pygb, Rad21, Stk10 and Tradd | Bag4, Ccar2, Cdk1, Huwe1, Noc2l and Thoc1 | 20 |
| **Cell cycle** | Golga2, Hist2h2be, Numa1, Ppp1cb, Psma3, Rad21, Rad9a, Sec13 and Ube2v2 | Cdk1, Dync1li1, Psmd13, Psmd14 Rangap1, Rbbp4, Rbx1 and Rfc3 | 17 |
| **Class I MHC mediated antigen processing & presentation** | Lrmp, Psma3, Rnf114, Sec13, , Uba6, Ube2v2, and Vamp3 | Cyba Psmd13, Psmd14, Rbx1, Snap23 and Ube3a | 13 |
| **Cytokine and chemokine signaling** | Cotl1, H2-Aa, Hmgb1, Hnrnpa2b1, Hnrnpf, Psma3 and Rps6ka5 | Psmd13, Psmd14, Rbx1, Sell, Stxbp2 and Tnfrsf13c | 13 |
| **Signaling by the B cell receptor BCR** | Cd19, CLAM, Itpr2, Mzb1, Nfatc1, and Psma3, | Psmd13 and Psmd14 | 8 |
| **Autophagy** | Aimp2, Bak1, Elmo1, Hmgb1, and Lamtor1 | Cdk1, Mtmr3 and Rbx1 | 8 |
| **Fc epsilon receptor (FCERI) signaling** | CLAM, Itpr2, Psma3 and Rasgrp2 | Fcer2, Lyn, Psmd13 and Psmd14 | 8 |
| **B cell proliferation** | Cd81, Ighdm, and Rela | Tnfrsf13c and Ly86 | 5 |
| **Fcgamma receptor (FCGR) dependent phagocytosis** | Elmo1, Itpr2 and Was |  | 3 |
| **MHC class II antigen presentation** | H2-Aa and Sec13 | Dync1li1 | 3 |

# Supplementary material for: Deficiency of STING Promotes Collagen-Specific Antibody Production and B Cell Survival in Collagen-Induced Arthritis
**Source:** Front Immunol. 2020 Jun 3;11:1101. doi: 10.3389/fimmu.2020.01101
**Supplement:** Supplementary file 3

Supplementary Material

# Supplementary Data

The Supplementary Material for this article can be found online.

# Supplementary Figures and Tables

## Supplementary Figures

Supplementary Figure 1. Activation of STING mediated B cell death.

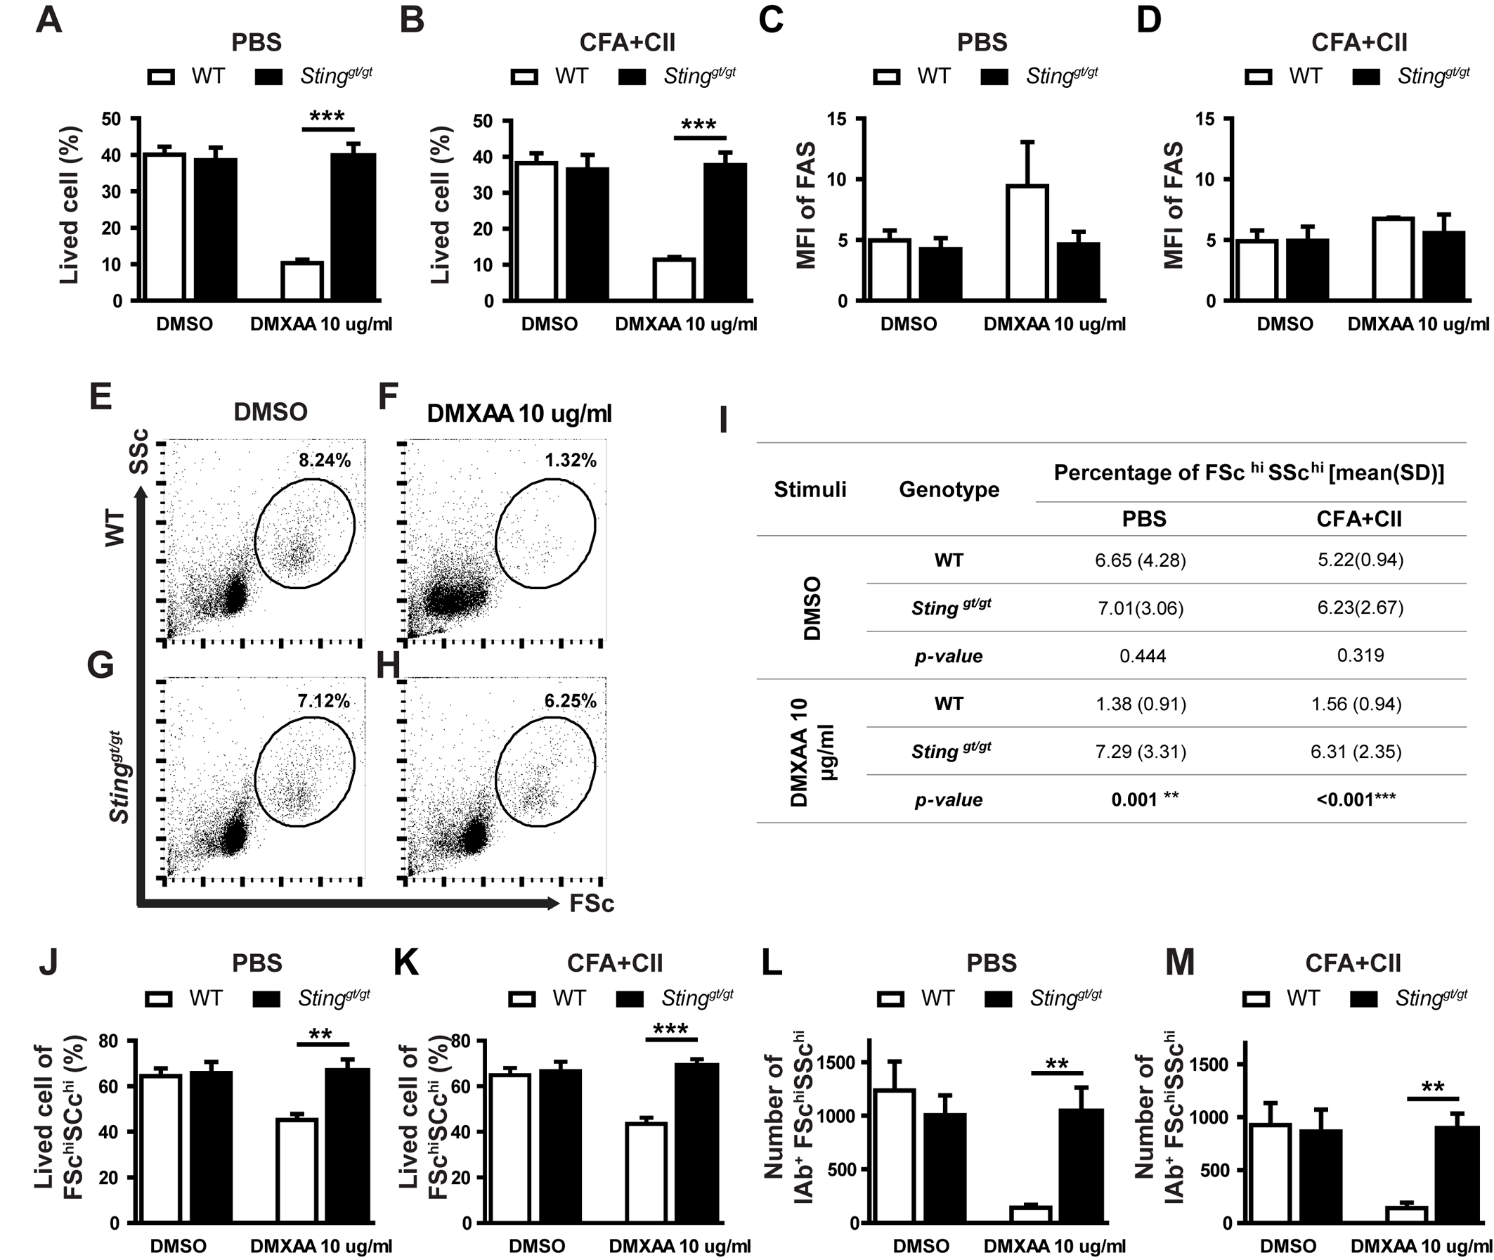

**Supplementary Figure 1.** **Activation of STING mediated B cell death.**

The isolated B cells from the spleens of immunized mice (WT and *Sting^gt/gt^* ) were cultured with DMSO control or DMXAA for 6 hours and analyzed by flow cytometry (A-M). (A-B) Percentage of B cell viability of (A) PBS and (B) CFA+CII injection group. (C-D) Mean fluorescence intensity (MFI) of FAS on B cells from (A) PBS and (B) CFA+CII injection group. (E-H) Representative plots from the PBS injection group show FSC and SSc. The gated areas show FSc^hi^SSc^hi^ B cells population. The isolated B cells from WT and *Sting^gt/gt^* mice were cultured with (E, G) DMSO and (F, H) DMXAA. (I) Data showed the percentage of FSc^hi^SSc^hi^ B cells isolated from the immunized WT and *Sting^gt/gt^* mice after incubation with DMSO and DMXAA. (J-M) Flow cytometry analysis showed (J-K) the percentage of viable cells in FSc^hi^SSc^hi^ B cells and (L-M) the number of IAb^+^FSc^hi^SSc^hi^ B cells from the mice injected with PBS and CFA+CII. Data are shown as mean + SEM (N=3-6 mice per group; *p < 0.05, **p<0.01, and ***p<0.001).

## Supplementary Table

Supplement Table 1: Biological process of RNA expression from Microarrays data

Supplement Table 2: Biological process of B cell protein from LC-MS/MS

How the deposited data were processed for this re-analysis (not part of the article)

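RNA of splenocytes from 7 WT and 7 *Sting* gt*/*gt mice, taken 2 weeks after the 1st immunization with CFA + CII, was measured on 14 one-colour Agilent arrays, 1 array per mouse. The authors made the intensity values in the scanner files with Agilent Feature Extraction 11.0.1.1, per the file headers, which corrects the background of each spot and does not normalize between arrays. The authors also deposited a series table of log2 values, 1 per probe and array, whose normalization the paper's text does not name. Its values correlated with the log2 processed intensity of the same array at 0.997 to 0.999. Each array holds 62976 spots, of which 59305 are not controls and stand for 56605 probes. On 300 probes there are 10 spots each.

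From the scanner files, the processed intensity was put on a log2 scale and each array's 75th percentile was subtracted. Spots with an outlier flag were left out, which removed 11 values of tested genes, and spots of the same probe were averaged. A probe was tested when it was well above background on at least 7 of the 14 arrays, whatever their group, which kept 31766 probes. The scanner files used here carry no column of gene names, so probes were named by their accession through a table of RefSeq accessions and symbols, without versions on either side. That table follows a later assembly than the array's annotation, so only names and neighbours were taken from it. In all, 32994 probes (58.3%) matched a symbol, and other probes kept their accession. A gene was read from its tested probe with the highest mean, which gave 24908 genes, 14731 of them with a symbol. Where other probes of a named gene differ, their values are given beside it.

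*Sting* gt*/*gt mice were compared with WT mice by limma 3.58.1 (lmFit and eBayes) in R 4.3.3, with no covariates. The threshold was an unadjusted p under 0.05, as in the legend of Figure 4, and Benjamini-Hochberg adjustment over all genes was added. The statistics section of the paper names Shapiro-Wilk tests followed by t-tests or Mann-Whitney tests in general and does not say which test was used for the arrays, so these were run as alternatives. Single genes and list averages were also compared by a two-sided exact permutation test over all 3432 ways to part the 14 arrays, and differences between scan days by permuting within scan days (1400 ways). The number of arrays limits the precision. On simulated data with the real scan-day shift, with 200 of 24897 genes changed by 1 on the log2 scale, limma recovered 148 with 3 false calls and put 2.24% of unchanged genes under an unadjusted p of 0.05. With scan day in the model, 184 were recovered with 12 false calls, and 5.14% of unchanged genes were under it. The simulation drew the noise of each gene independently and held no slide effect, while the real arrays had a correlation within slides of 0.434. Real genes past the unadjusted threshold had a median absolute log2 fold change of 0.38. These rates therefore do not carry over to the real arrays.

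The genes named were set by a rule, namely the targeted gene, the genes of BCR signaling, interferon, apoptosis and death roles that Supplementary Table 1 lists and the text discusses, and the 5 largest rises and 5 largest falls among genes with a symbol past the threshold. Not every gene under this rule is reported here by name. The 13 gene lists (interferon-stimulated genes, BCR signaling, markers of B cells, plasma cells, T cells, neutrophils, macrophages and monocytes, dendritic cells, NK cells and erythroid cells, sex-linked genes, genes that differ between C57BL/6 substrains, and immediate early and stress genes), the comparisons and 18 alternative settings were chosen before the data were examined. Lists were tested against the other genes by camera with a preset correlation of 0.01, by camera with an estimated correlation and by fry. The alternatives covered the scaling between arrays, the background correction, the authors' series table, the filter on dim probes, the outlier flags, the probes of a gene, the test, the replicate number, the slide, the scan day and each array left out in turn. A further 30 settings were chosen after the data were seen. For normexp (offset 50), the median signal of each spot took the place of the mean signal, which is not among the columns used.

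GEO gives both groups the replicate numbers 1 to 7. Deviations of same-numbered WT and *Sting* gt*/*gt arrays from their group means correlated across genes at 0.16 to 0.53, and once scan-day means were removed at -0.60 to 0.07, so the pairing by number comes with the scan day. Scan days and slides were read from the scanner files. Only 2 slides, with 3 WT and 2 *Sting* gt*/*gt arrays of scan day 1, held both genotypes, so the fit with slide as a fixed block estimates the genotype effect from these 5 arrays. Tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9. The Interferome, DAVID and Reactome searches of the paper were not repeated, since their databases were not used here.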

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

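The tests of NM_008710 against scan day and strain background, the tests of WT replicate 4 for a wrong label and for chance, and the test of the share of B cells were chosen only after the result was seen.

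NM_008710 stood out as a transcript outside those the paper discusses, with a log2 fold change of 1.19 and 7 of 7 *Sting* gt*/*gt arrays above every WT array. Apart from fits that leave out an array, it passed the adjusted threshold in each setting that called at least 1 gene at that threshold except within scan day 1, and it did not pass under the settings that called none. A fault of 1 probe is argued against by the other probe of the accession, whose log2 fold change was 0.646 (two-sided exact permutation test, p = 0.00117). Scan day is argued against too, as the lower of the fold changes by scan day was 0.798. A difference in strain background, given that the paper states that the *Sting* gt*/*gt mice and the WT mice came from different providers, may also play a part. Of the substrain genes fixed in advance, Entpd4 was higher in *Sting* gt*/*gt mice (log2 fold change 0.388, exact permutation p = 0.0122) and Wdfy1 was not (0.011, exact permutation p = 0.951). The other gene of that list, Nnt, was paired with no probe by the table of gene names, which also leaves NM_008710 without a symbol, so which gene this transcript belongs to, and whether it is itself a substrain gene, stays open. Strain background and the Sting genotype cannot be told apart, because all *Sting* gt*/*gt mice came from another provider than the WT mice. The genotype stays open as the biological explanation and was not tested separately.

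Averages of the 9 plasma cell markers changed differently on the 2 scan days, with a difference in list average (*Sting* gt*/*gt minus WT) of -0.18 on scan day 1 and 0.414 on scan day 2. Over both days, 2 of the 9 genes were lower, with a median log2 fold change of 0.15 (camera adjusted p = 0.0929, exact permutation p = 0.349), and the median kept its sign under each scaling tried. Permuting genotypes within scan days, the exact test of the difference between days gave p = 0.00143, with a Benjamini-Hochberg adjusted p = 0.0186 over 13 lists. Sdc1, singled out after its values were seen, had a log2 fold change of -0.23 on scan day 1 and 0.86 on scan day 2, and Derl3, likewise, of -0.69 and 0.66. The sex of the mice, read from Xist and Y-linked signal, is argued against by the interaction with the Y-linked level as a term, which stayed at 3.92 standard errors. A single array is argued against as well, since the smallest interaction with an array left out was 3.49 standard errors, against 4.09 with all arrays. A lower share of B cells as the whole cause is argued against, since it would raise the markers of all other cell types alike, while the change between days was larger in the plasma cell list than in the T cell list by 0.70 (exact permutation within scan days, p = 0.00286, Benjamini-Hochberg adjusted p = 0.00857 over 6 lists of other cell types) and than in the macrophage and monocyte list by 0.61 (exact permutation p = 0.00286). The neutrophil list, at -0.025 and 0.30 on the 2 days, did not move apart from it (exact permutation p = 0.374), nor did the other 3 lists after adjustment. On scan day 2 alone, where 4 against 4 arrays allow no exact permutation p under 0.0286, plasma minus T cell markers differed by 0.44 (exact permutation p = 0.0571) and plasma minus erythroid markers by 0.73 (exact permutation p = 0.0286). B cell markers changed by 0.21 and -0.36, opposite to plasma cell markers, so the share of B cells may still play a part. Slide and genotype cannot be told apart for the difference of 0.414 on scan day 2, because that day's *Sting* gt*/*gt arrays share a slide with no WT array. A response of plasma cells that differed between the mice of the 2 days was not tested.

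A further 8 results came from a mouse far from the others of its group, with a gap to its nearest neighbour, divided by the group's range, above Dixon's 95% critical value for 7 values. Chance gives about 1 in 20 such groups, and 86 groups were looked at. WT replicate 4 accounts for 3 of them, at Eaf2 (ratio 0.658, log2 signal 5.19 against 4.10 for the next WT mouse), FJ654103 (0.746, 6.45 against 5.35) and XM_011249597 (0.743, 4.52 against 3.01). FJ654103 and XM_011249597 were singled out after their values were seen, with log2 fold changes of 0.97 and 1.42. At these and at Camk2b, WT replicate 4 lay with the *Sting* gt*/*gt mice. With WT replicate 4 left out, the groups did not overlap at 22 genes (chance gives 29.03 for 6 arrays against 7), and at 11 of these it lay nearer the other group. For *Sting* gt*/*gt replicate 1 the latter count was 53. Without WT replicate 4, 6 genes passed the adjusted threshold, and at 5 of these 6, which were chosen without its values, it lay nearer the *Sting* gt*/*gt mice, while at NM_008710 (1.01) it lay with the WT mice. With any other array left out, at most 1 gene passed and the array left out lay nearer the other group at 0. A mislabelled sample and chance for a single array both stay open, because 1 gene cannot exclude the former and the counts of genes apart do not exclude the latter. The background of this mouse was not tested.

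*Sting* gt*/*gt replicate 1 was the high mouse at Bcl2l1 (ratio 0.645, 7.01 against 6.31) and Isg20 (ratio 0.742, 7.27 against 6.20). The other cases were C2cd4c, where WT replicate 2 was low (ratio 0.673, -2.51 against -1.38), Rsf1os1, where WT replicate 7 was high (ratio 0.766, -0.78 against -2.92), and the average of the NK cell markers, where *Sting* gt*/*gt replicate 7 was high (ratio 0.645, 1.23 against 0.58). No technical explanation was tested for these 5 cases, and no biological explanation was tested.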

How the results depend on the processing

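Alternatives that were not listed at the outset are given as chosen after seeing the data. The cause of a change was not tested, except that a fit on 1 scan day has fewer arrays and that slide as a fixed block compares only the 3 WT and 2 *Sting* gt*/*gt arrays of the 2 slides that held both genotypes, all of scan day 1. Values with slide as a fixed block are thus a reading of 5 of the 14 arrays and not a correction of the whole set. Signal over background limits the dim probes and the number of arrays limits each value.

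The count of 882 genes at an unadjusted p under 0.05 was within 1.5 times itself under 11 of the 16 alternatives. It moved to 1928 with the series table, 4419 with array weights and an intensity trend, 1408 with the replicate block, 439 with slide as a random block and 1803 with scan day as a block. Slide as a fixed block gave 885 genes, 118 of them shared with the 882. Among settings chosen after seeing the data, it was 1379 with scan day and slide as a random block, 4332 with array weights alone, 3823 with scan day and array weights, 1781 with scan day and the Y-linked level, 5911 on scan day 2, 2044 with the series table on the linear scale and the methods' t-test, 2059 with the series table and the methods' t-test, and 5905 with the series table on scan day 2. With scan day as a term it was 1918 after quantile normalization, 1441 without normalization, 1684 after median centring and 1808 with the series table. Arrays left out in turn gave 494 (without *Sting* gt*/*gt replicate 6) to 1963 (without *Sting* gt*/*gt replicate 1), with 530 without *Sting* gt*/*gt replicate 5. The replicate block changed no other call than those given here.

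At the adjusted threshold, the count of 1 became 0 under median centring, no normalization, no filter on dim probes, the methods' t-test and full rule, the replicate block, and slide as a fixed or random block, where limma or the methods' tests still put genes past an unadjusted p under 0.05 (818, 763, 1148, 994, 1002, 1408, 885 and 439). It became 2 with the mean of probes and 4 with array weights and an intensity trend. Among settings chosen after seeing the data it was 0 with the methods' t-test on unnormalized, median-centred or series table values, with that test on the linear scale after the 75th percentile shift, quantile normalization, median centring or no normalization, and with the series table on scan day 1. It was 4 with array weights alone, 5 with scan day and array weights, 316 on scan day 2 and 395 there with the series table. Leaving out an array gave 0 to 6.

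The share of those genes lower in *Sting* gt*/*gt mice, 45.9%, moved to 55.4 with quantile normalization, 69.4 with median centring, 80.5 without normalization, 52.8 with normexp, 51.0 with the series table, 41.2 with no filter on dim probes, 38.6 with the methods' t-test, 38.9 with the methods' full rule, 51.5 with the replicate block and 36.4 with slide as a random block. Chosen after seeing the data, settings gave 40.7 with scan day and array weights, 31.9 on scan day 1, 39.0 there with the series table and 53.1 with the series table on scan day 2. Also chosen after, no normalization gave 82.2 with the methods' t-test, 80.2 with it on the linear scale and 82.4 with scan day as a term, and median centring gave 70.3, 68.7 and 65.1. The 75th percentile shift on the linear scale with the methods' t-test gave 38.0, and with scan day as a term quantile normalization gave 53.0 and the series table 51.1. With an array left out the share was 39.5 to 51.5.

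The Sting gene itself stayed past no threshold and changed sign without normalization (-0.019, also with the methods' t-test, chosen after), with slide as a fixed (-0.10) or random block (-0.015) and on scan day 1 (-0.061, chosen after). Leaving out an array gave -0.00091 to 0.080. The median of the interferon-stimulated genes stayed negative and past camera's threshold in 15 of 18 alternatives. It was past it no more with array weights and an intensity trend (-0.015), nor, at -0.044, with an estimated correlation or fry. Chosen after, array weights alone gave -0.015, scan day 2 -0.0053 and scan day with the Y-linked level 0.0029. Leaving out an array gave -0.096 to 0.014. The median of the BCR signaling list changed sign with quantile normalization (-0.0071), median centring (-0.012), no normalization (-0.055), normexp (-0.018), the series table (-0.0076), the mean of probes (-0.0081), and slide as a fixed (-0.090) or random block (-0.047). Chosen after, it did so with scan day and slide as a random block (-0.0014), no normalization with the methods' t-test (-0.055) and on scan day 1 (-0.028). It ranged from -0.026 to 0.049 with an array left out.

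Of the genes of Supplementary Table 1, 20 passed in the listed direction, and 12 of 16 alternatives stayed within 1.5 times that. It moved to 37 with the series table, 36 with array weights and an intensity trend, and 11 and 10 with slide as a fixed and a random block. Chosen after seeing the data, it was 34 with array weights alone, 38 with scan day and array weights, 7 on scan day 1 and 31 on scan day 2, and with the series table 7 and 42 on these days. With the methods' t-test, also chosen after, it was 35 without normalization, 31 with quantile normalization and 38 with the series table, and on the linear scale 38, 32 and 38. With scan day as a term it was 36, 34 and 35 for these values. Counting any probe of a gene gave 35, and 49 without normalization, 51 with quantile normalization and 66 with the series table. With scan day as a term as well, these became 47, 65, 64 and 64. With an array left out the count was 15 to 28. The 4 genes under BCR signaling, of which 3 were lower, had 0 lower on scan day 2 (chosen after) and 1 (without *Sting* gt*/*gt replicate 3) to 4 lower with an array left out.

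Of the named genes, 12 passed an unadjusted p under 0.05, and 5 did with slide as a fixed block, 7 with slide as a random block and 4 on scan day 1 (chosen after). Leaving out an array gave 8 to 16. Gene by gene, the alternatives kept direction and side of the threshold in 332 cases, fell back in 26, gained a call in 11 and reversed in 12. With slide as a fixed block the reversed were Bcl2l1 (0.11), Crebbp (0.052), Fbxw11 (-0.16), Isg20 (0.24), Psmf1 (0.083), Rsf1os1 (0.26) and Ube2l6 (0.037), and with slide as a random block Crebbp (0.014) and Fbxw11 (-0.094). Fbxw11 was -0.0024 without normalization. With array weights and an intensity trend, Nfatc3 was 0.079 and Trim25 0.039. Chosen after, settings kept 154 cases, lost 14, gained 11 and reversed 13. These were Crebbp (0.032), Fbxw11 (-0.12) and Rsf1os1 (0.19) on scan day 1, Ep300 (0.076), Nfatc3 (0.26), Psmf1 (0.0070), Sos1 (0.063) and Trim25 (0.066) on scan day 2, Fbxw11 (-0.0024) without normalization under the methods' t-test, and Nfatc3 and Trim25 with array weights alone (0.079 and 0.039) and with scan day added (0.032 and 0.011). With arrays left out in turn, 299 cases were kept, 23 lost, 4 gained and 10 reversed, with ranges of -0.010 to 0.15 for Fbxw11, -0.095 to 0.049 for Nfatc3, -0.13 to 0.026 for Psmf1 and -0.10 to 0.051 for Trim25. The correlation within slides was 0.434, and 0.061 once scan day was in the model.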

Differences from the paper's values

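In Fig. 4A, about 79% of the genes in the heat map, read by eye, are lower in *Sting* gt*/*gt mice in the paper, and the share here was 45.9%. Among the alternatives set before the data were examined, the value fell within 1.5 times the paper's under quantile normalization (55.4), median centring (69.4), no normalization (80.5) and normexp (52.8), and not under the other 12 or with any of the 14 arrays left out. Of the settings chosen after seeing the values, these also fell within 1.5 times the paper's share. No normalization gave 82.2 with the methods' t-test, 80.2 with it on the linear scale and 82.4 with scan day as a term. Median centring with the same changes gave 70.3, 68.7 and 65.1. Quantile normalization with scan day as a term gave 53.0, and the series table on scan day 2 gave 53.1. A factor of 1.5 is wide for a share, since values of 52.8 to 55.4 are near an even split. Only the settings without normalization (80.2 to 82.4) lay close to the paper's share.

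Supplementary Table 1 of the paper lists 116 genes as changed, and 20 of them passed an unadjusted p under 0.05 in the listed direction here. All 16 alternatives set before the data were examined and all 14 with an array left out stay more than 1.5 times below the paper's value, the highest being the series table (37), array weights and an intensity trend (36), quantile normalization (28), normexp (27), no normalization (27), scan day as a block (26) and the replicate block (24). The methods' t-test, the methods' full rule and the mean of probes gave 22 each, and median centring and no filter on dim probes 21 each. Settings chosen after seeing the values come closer without reaching it. Counting any probe of a gene gave 66 with the series table, 51 with quantile normalization, 49 without normalization and 35 with the 75th percentile shift, and with scan day as a term 64, 64, 65 and 47. The remaining settings chosen after gave at most 42, the highest being the series table on scan day 2.

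From the splenocyte profiles, the paper's discussion proposes an increase in B cell signaling at the early phase. Its Supplementary Table 1 lists the 4 genes under BCR signaling as down in *Sting* gt*/*gt mice, and here 3 of the 4 were lower and none passed an unadjusted p under 0.05. Of 58 genes in a list of BCR signaling, 27 were lower and 31 higher, with a median log2 fold change of 0.0047. Fbxw11, which the table lists as down, had a log2 fold change of 0.06 here, and it was lower without normalization (-0.0024), with slide as a random block (-0.094) and with slide as a fixed block (-0.16), which compares 5 arrays of scan day 1. It was lower too on scan day 1 (-0.12), a setting chosen after seeing the values.

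The named genes that the table lists and that did not pass an unadjusted p under 0.05 here did so in some settings. These were Nfatc3 and Ep300 with slide as a fixed block (5 arrays of scan day 1), Isg20 with normexp and with array weights and an intensity trend, Ube2l6 with those weights, Otud5 with quantile normalization, normexp and the series table, and Bcl2l1 with normexp, the methods' full rule and those weights. Without *Sting* gt*/*gt replicate 1, Isg20, Ube2l6, Otud5 and Bcl2l1 also passed. In settings chosen after seeing the values, Isg20, Ube2l6 and Bcl2l1 passed with array weights alone, with scan day and array weights and on scan day 2, and Crebbp with scan day and array weights and on scan day 2.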

Other observations

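The test of scan day as a reason for the low number of calls and the test of an adjustment of the series table for scan day were chosen only after the result was seen.

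Other splits of the arrays gave results as large as the real groups in many cases. Of 100 random splits into 7 and 7 arrays, the real one included, 33 had as many genes at an unadjusted p under 0.05, 7 as many at the adjusted threshold, 72 a share of lower genes as far from an even split, 45 a camera p as small for the interferon-stimulated genes and 91 for the BCR signaling list, so chance cannot be excluded for any of these. The splits held up to 7485 genes at the unadjusted threshold, with a median of 537, and 26 of the 33 were uneven between the scan days, as were 61 of the 100. Of the 64 splits that part all 7 pairs of same-numbered arrays, and so are even between scan days, 19 had as many genes at the unadjusted threshold, 21 with the replicate block, 29 a camera p as small for the interferon-stimulated genes and 58 for the BCR signaling list. At the adjusted threshold 2 of the 64, the real one included, had as many without the replicate block, a share under 0.05. That count is 1 gene, and 7 of the 100 random splits had as many in the same fit, so chance is not excluded. With the block the real groups had 0 genes at that threshold, so there is nothing to compare. With splits made within scan days and scan day as a term, 23 of 100 had as many genes at the unadjusted threshold and 6 at the adjusted threshold, so chance cannot be excluded. Within scan day 2, 1 of 35 splits, the real one, had as many genes at the unadjusted threshold and 1 at the adjusted threshold. That share is the smallest that 35 splits can give, and another split had 5178 genes at the unadjusted threshold. The share argues against chance without excluding it, and slide is not excluded either. Within scan day 1, 5 of 10 splits did, and 10 splits cannot give a share under 0.05.

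More genes passed an unadjusted p under 0.05 on scan day 2 (23.7%) than on scan day 1 (3.77%). The sex of the mice is argued against, since 5026 genes passed without WT replicate 7, the array of that day with Xist signal, although at the adjusted threshold only 2 did then. A smaller spread between arrays is argued against as the whole cause, since the median absolute log2 fold change was 0.198 on scan day 2 and 0.134 on scan day 1, with residual SDs of 0.211 and 0.232. Slide may play a part, since 2237 genes (8.98%) differed at that threshold between the 2 slides that held WT arrays, against 1403 and 428 for the other ways to part those 4 arrays. Slide and genotype cannot be told apart on scan day 2, because no slide of that day held both. A difference between the mice of the 2 days was not tested.

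Over all arrays, fewer genes passed an unadjusted p under 0.05 (882) than the 1245.4 that chance gives. With scan day as a term the count was 1803, which is consistent with scan day widening the spread within groups. Of all genes, 40.1% changed in the same direction on both days.

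The scan-day difference in the scanner signal was not seen in the authors' series table, where 0 genes passed the adjusted threshold between scan days by limma and 348 an unadjusted p under 0.05, against 10122 at the adjusted threshold after quantile normalization of the scanner signal. The table lay 0.128 (median absolute difference, log2) from the quantile-normalized values, and 0.0572 from them once the scan-day means were taken out. An adjustment for scan day before deposit is a candidate explanation.

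Xist was well above background in WT replicates 1, 3 and 7 and *Sting* gt*/*gt replicates 2 and 3, and all 4 Y-linked genes were in the other 9 mice. No mouse had both. The 4 sex-linked genes tested, Y-linked, had a median log2 fold change of 0.93 (exact permutation p = 0.567 for their average), 0.36 with normexp, and differ with the sex of the mice in each group.

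Of the 40 tested genes nearest to the Sting gene, 0 passed an unadjusted p under 0.05 by limma, against 434 of 14690 others (2.95%, Fisher's exact test, p = 0.632). A segment of another strain around the gene cannot be told apart from its absence, because so few genes cannot exclude a segment whose genes keep their expression.

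Lists that belong at no claim gave these results, with camera's adjusted p over 13 lists. Erythroid markers had 15 of 20 genes lower, a median log2 fold change of -0.26 and an adjusted p = 3e-05 by limma's camera, while the exact permutation test of their average gave p = 0.20 and neither an estimated correlation nor fry gave a call. Red blood cells were lysed during preparation of the splenocytes. Neutrophil markers had 2 of 14 lower (median 0.18, exact permutation p = 0.373), macrophage and monocyte markers 3 of 15 (0.06, exact permutation p = 0.301) and NK cell markers 1 of 10 (0.14, exact permutation p = 0.373). These medians kept their sign under each scaling. T cell markers had 6 of 14 lower (median 0.0079, exact permutation p = 0.831) and dendritic cell markers 4 of 10 (0.039, exact permutation p = 0.627). The median of T cell markers turned negative with median centring (-0.0093), no normalization (-0.051) and normexp (-0.0028), and that of dendritic cell markers with no normalization (-0.020). Immediate early and stress genes had 9 of 17 lower (median -0.04, mean -0.08, exact permutation p = 0.432). The 2 substrain genes tested of 3 (Nnt was paired with no probe) had a median of 0.20 (exact permutation p = 0.0763 for their average), and 1 of them passed adjusted over the list alone. The adjusted p by camera of the lists in this paragraph other than the erythroid one was at least 0.0885.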
